# LSD1 defines the fiber type-selective responsiveness to environmental stress in skeletal muscle

**DOI:** 10.7554/eLife.84618

**Published:** 2023-01-25

**Authors:** Hirotaka Araki, Shinjiro Hino, Kotaro Anan, Kanji Kuribayashi, Kan Etoh, Daiki Seko, Ryuta Takase, Kensaku Kohrogi, Yuko Hino, Yusuke Ono, Eiichi Araki, Mitsuyoshi Nakao

**Keywords:** LSD1, transcriptional regulation, muscle atrophy, muscle hypertrophy, Mouse

## Abstract

Skeletal muscle exhibits remarkable plasticity in response to environmental cues, with stress-dependent effects on the fast-twitch and slow-twitch fibers. Although stress-induced gene expression underlies environmental adaptation, it is unclear how transcriptional and epigenetic factors regulate fiber type-specific responses in the muscle. Here, we show that flavin-dependent lysine-specific demethylase-1 (LSD1) differentially controls responses to glucocorticoid and exercise in postnatal skeletal muscle. Using skeletal muscle-specific LSD1-knockout mice and in vitro approaches, we found that LSD1 loss exacerbated glucocorticoid-induced atrophy in the fast fiber-dominant muscles, with reduced nuclear retention of Foxk1, an anti-autophagic transcription factor. Furthermore, LSD1 depletion enhanced endurance exercise-induced hypertrophy in the slow fiber-dominant muscles, by induced expression of ERRγ, a transcription factor that promotes oxidative metabolism genes. Thus, LSD1 serves as an ‘epigenetic barrier’ that optimizes fiber type-specific responses and muscle mass under the stress conditions. Our results uncover that LSD1 modulators provide emerging therapeutic and preventive strategies against stress-induced myopathies such as sarcopenia, cachexia, and disuse atrophy.

## Introduction

Skeletal muscle is the largest organ in humans, and the loss of muscle mass and physical activities are linked to the risks of metabolic disorders and aging-associated diseases. Skeletal muscle is composed of distinct types of myofibers. The slow-twitch fibers (type I) have high respiratory potential, and thus, a high endurance capacity, while the fast-twitch fibers (type II) have high glycolytic capacity and are specialized for dynamic movements (Schiaffino and Reggiani, 2011). In mice, type II fibers can be subdivided into three groups, type IIA, type IIX, and type IIB, with the type IIA relatively more oxidative than the types IIX and IIB. These myofibers are subject to gain or loss, with different sensitivities in response to numerous environmental cues, such as nutritional conditions, hormones, drugs, and exercise (Braun and Marks, 2015; Cartee et al., 2016; Hawley et al., 2014). For example, the fast fibers are preferentially affected in glucocorticoid (GC)-induced muscle atrophy, which is associated with certain environmental and pathological conditions, such as starvation, GC drug therapy, sepsis, cachexia, acute diabetes, and hypoxia (Braun and Marks, 2015; Schakman et al., 2013; Kuo et al., 2013; Przygodda et al., 2017). Although GCs induce atrophy by enhancing protein catabolism via the autophagy and ubiquitin-proteasome system (Sartori et al., 2021), the molecular basis for the fiber type preference is still unclear. Another environmental condition that can remarkably alter muscle phenotypes is exercise. By increasing muscle mass, resistance, and endurance, exercise confers health benefits in the young, old, and sick individuals (Cartee et al., 2016). In particular, endurance exercise promotes the formation of oxidative fibers, thus increasing the oxidative capacity in the muscle, which can effectively improve systemic metabolism in diabetic patients and prevent disuse-induced atrophy (Yan et al., 2011; Qaisar et al., 2016).

Several chromatin factors promote phenotypic plasticity in the skeletal muscle. SMYD3, a histone methyltransferase, promotes GC-induced atrophy in mice by enhancing the expression of atrophy-associated genes, such as *myostatin* and *Met* (Proserpio et al., 2013). In addition, SETD7, another histone methyltransferase, and histone deacetylases-4 and -5 have essential roles in cachexia and denervation-induced atrophy, respectively (Nayak et al., 2019; Luo et al., 2019; Moresi et al., 2010). Moreover, DNA methyltransferase 3A is essential for muscle adaptation to endurance exercise by suppressing the oxidative stress response in the muscle (Damal Villivalam et al., 2021). These previous findings in literature have established that epigenetic factors are the integral components of muscle adaptation. However, factors that define the fiber type-specific responses to environmental factors have not been identified.

Lysine-specific demethylase-1 (LSD1 or KDM1A) is a flavin-dependent amine oxidase that in general removes mono- and di-methyl groups of histone H3 at lysine 4 (H3K4) and other protein substrates (Hino et al., 2016; Shi et al., 2004; Nakao et al., 2019), suggesting its contribution to specific biological processes. Despite ubiquitous expression in various tissue types, LSD1 plays essential roles in myogenic differentiation and muscle regeneration (Choi et al., 2010; Scionti et al., 2017; Tosic et al., 2018). Notably, we recently demonstrated that LSD1 promotes fast-like myogenic differentiation by epigenetically repressing slow fiber genes in C2C12 mouse myoblasts (Anan et al., 2018). Thus, the available evidence raises the possibility that LSD1 influences the adaptive phenotypes in the muscle under environmental cues. To verify this, we generated muscle-specific/inducible LSD1-knockout mice and examined how LSD1 loss affects muscle plasticity under environmental stresses. We found that LSD1 depletion exacerbated GC-induced fast fiber atrophy while augmenting endurance exercise-induced slow fiber hypertrophy. In these adaptive processes, LSD1 regulated distinct sets of target genes, together with unique transcription factors (TFs). Collectively, our current study reveals the mechanism through which LSD1 builds the epigenetic barriers that restrict adaptive responses in the muscles.

## Results

### Muscle-specific LSD1 depletion exacerbates dexamethasone-induced muscle atrophy

LSD1 is also known as KDM1A. For clarity, we use the word LSD1 for the protein and *Lsd1* for gene and mRNA. To investigate the role of LSD1 in muscle plasticity in vivo during postnatal life, we generated tamoxifen-inducible-, skeletal muscle-specific LSD1-knockout (LSD1-mKO) mice by crossing LSD1-floxed mice (LSD1*^flox/flox^*) and transgenic mice harboring ACTA1-creERT2 (McCarthy et al., 2012; Figure 1—figure supplement 1A). This strategy facilitated LSD1 depletion in differentiating and differentiated muscle cells. We confirmed that LSD1 was depleted after tamoxifen administration in both fast-twitch fiber-dominant (tibialis anterior [TA], gastrocnemius [Gas], and extensor digitorum longus) and slow-twitch fiber-dominant (soleus [Sol]) tissues (Figure 1—figure supplement 1B, C). The magnitude of LSD1 depletion was comparable among these tissues. Marginal amounts of LSD1 were present after Cre induction, probably due to the expression in hematopoietic and vascular cells that are resident in muscle tissues (Kerenyi et al., 2013; Yuan et al., 2022). In contrast, LSD1 expression in the heart, liver, and adipose tissues remained unaffected. Next, we depleted LSD1 in growing mice by administrating tamoxifen to pre-weaning mice (11 days of age) (Figure 1—figure supplement 2A). The expression of muscle fiber genes was largely unaffected, suggesting that LSD1 depletion in our system did not affect postnatal muscle growth (Figure 1—figure supplement 2B).

Dexamethasone (Dex), a synthetic GC, affects both the muscle mass and quality by inducing protein catabolism in fast fiber-dominant muscles (Quattrocelli et al., 2019; Figure 1—figure supplement 3A–C). To determine the involvement of LSD1 in muscle plasticity under environmental stress, we administered Dex in wild type (WT) and LSD1-mKO mice after knockout (KO) induction (Figure 1A). We found that the atrophy of TA and Gas muscles was enhanced in LSD1-mKO mice (Figure 1B), which was also evident from their reduced body weight (Figure 1—figure supplement 4A). Consistently, major hallmarks of muscle atrophy, including enhanced processing of autophagy protein LC3, increased expression of p62, attenuated phosphorylation of Akt, were pronounced in the LSD1-mKO muscle (Figure 1—figure supplement 5A–C). Another atrophy marker, 4E-BP phosphorylation, remained unaffected (Figure 1—figure supplement 5D). Of note, LSD1 depletion alone did not affect the muscle size and body weight (Figure 1B, and Figure 1—figure supplement 3D, E), indicating that the effects of Dex were enhanced by the absence of LSD1. In contrast, the Sol muscle, which was only modestly sensitive to Dex, and non-muscle tissues were unaffected by LSD1 depletion (Figure 1B and Figure 1—figure supplement 4B). Next, we evaluated the muscle performance of LSD1-mKO mice after Dex administration. LSD1 depletion led to weakened muscle strength as revealed by a whole limb grip test (Figure 1C), while LSD1 depletion alone was not sufficient to induce this phenotype (Figure 1—figure supplement 3F). In contrast, the running endurance was unaffected as assessed by a treadmill run (Figure 1—figure supplement 4C). These results suggest that LSD1 protects fast-dominant muscles from Dex-induced atrophy, thereby maintaining muscle strength.

**Figure 1.**
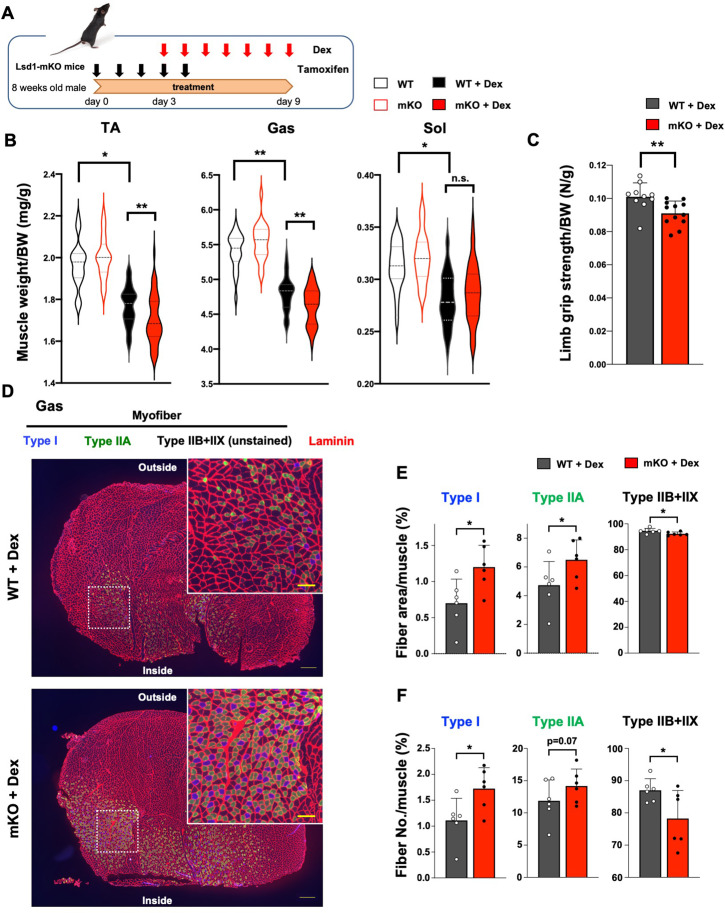
Muscle-specific lysine-specific demethylase-1 (LSD1)-knockout exacerbates dexamethasone (Dex)-induced fast muscle atrophy. (**A**) Experimental design: LSD1 deletion was induced by tamoxifen injection for 5 days (days 0–4), and Dex was administered for 7 days (days 3–9) at 1 mg/kg. (**B**) Muscle weight normalized by the body weight. Tibialis anterior (TA), gastrocnemius (Gas), and soleus (Sol) muscles were obtained from Dex-treated wild type (WT) (n=40) and LSD1-mKO (n=44) mice. In the control set, WT (n=22) and mKO (n=22) mice that were not subjected to Dex treatment were sacrificed 1 month after the first tamoxifen administration. Box-plot elements (center line, median; box limits, upper and lower quartiles; whiskers, min to max). (**C**) All-limb grip strength of Dex-treated WT (n=10) and LSD1-mKO (n=12) mice. (**D**) Immunofluorescence staining of individual fiber types in Gas muscles of WT and LSD1-mKO mice after Dex treatment. Left: cross section of the whole tissue (scale bars, 300 µm). Right: magnified images of dotted squares in the images on the left (scale bars, 100 µm). Type I fiber (blue), type IIA fiber (green), and laminin (red) were stained. The fibers that were negative for types I and IIA were defined as type IIB+IIX. (**E**) Occupancy of each fiber type based on the cross-sectional area (WT, n=6; mKO, n=6). (**F**) Frequency of each muscle fiber type based on the fiber number (WT, n=6, mKO, n=6). Values are mean ± standard deviation (SD). *p<0.05, **p<0.01.

**Figure 1—figure supplement 1.**
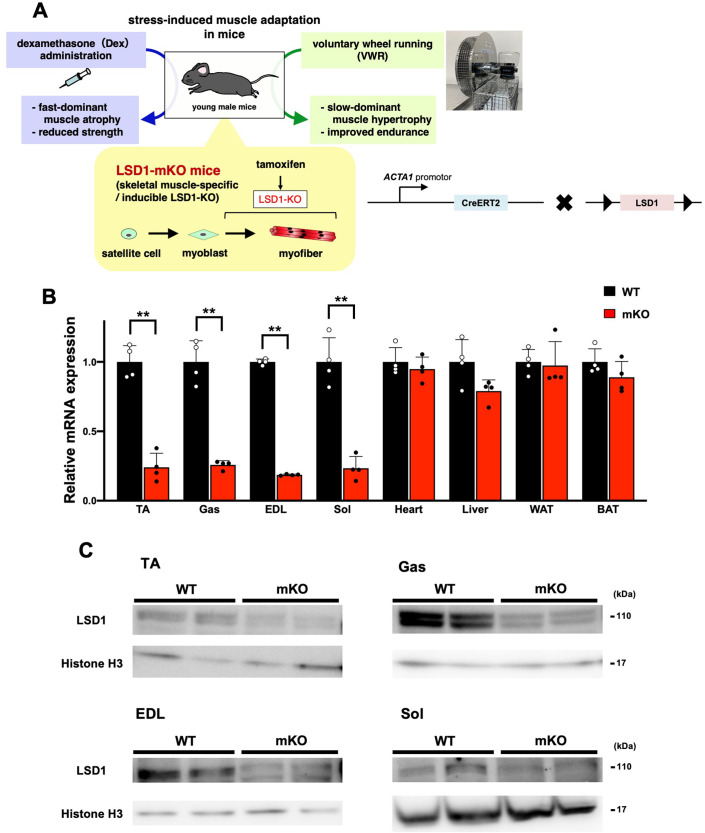
Generation of lysine-specific demethylase-1 (LSD1)-mKO mice. (**A**) LSD1-mKO mice. Upon tamoxifen administration, LSD1 was depleted in differentiating and differentiated muscle cells, in which human ACTA1 promoter was activated. We performed the dexamethasone (Dex) administration and voluntary wheel running (VWR) tests, which induced muscle site-dependent adaptive responses. LSD1-mKO mice were generated by crossing *Lsd1*-floxed mice and knock-in mice expressing a CreERT2 recombinase under the control of human *ACTA1* gene promoter. (**B**) LSD1 mRNA expression in wild type (WT) (n=4) and LSD1-mKO (n=4) mice. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values were normalized to the *36B4* gene and presented as the fold differences, compared with those in WT samples. (**C**) LSD1 protein expression in muscles from LSD1-mKO mice. Values are mean ± SD. **p<0.01. ACTA1, actin alpha 1; TA, tibialis anterior muscle; Gas; gastrocnemius muscle; EDL, extensor digitorum longus muscle; Sol, soleus muscle; WAT, white adipose tissue; BAT, brown adipose tissue. Figure 1—figure supplement 1—source data 1.Original blots for Figure 1—figure supplement 1C.

**Figure 1—figure supplement 2.**
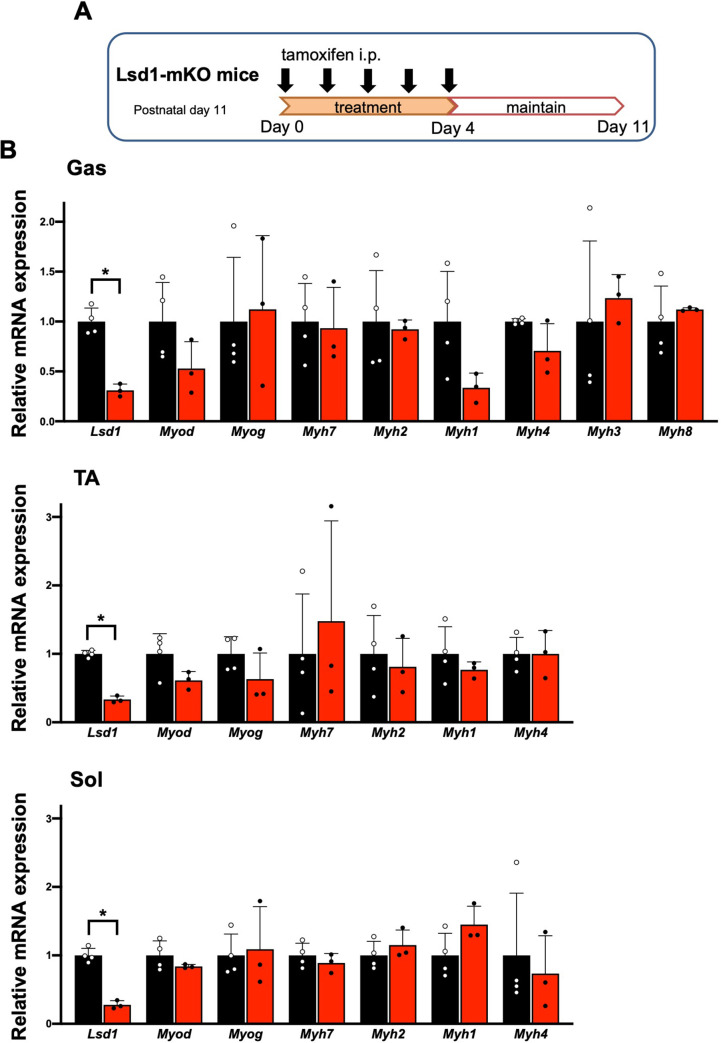
Effect of lysine-specific demethylase-1 (LSD1)-mKO at the postnatal developmental stage. (**A**) Experimental design: postnatal day 11 male wild type (WT) or LSD1-mKO mice were injected with tamoxifen for 5 consecutive days. (**B**) The expression of differentiation markers of muscle fiber and fiber type-specific genes in the gastrocnemius (Gas), tibialis anterior (TA), and soleus (Sol) muscle from WT (n=4) and LSD1-mKO (n=3) mice. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against those in the WT. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05.

**Figure 1—figure supplement 3.**
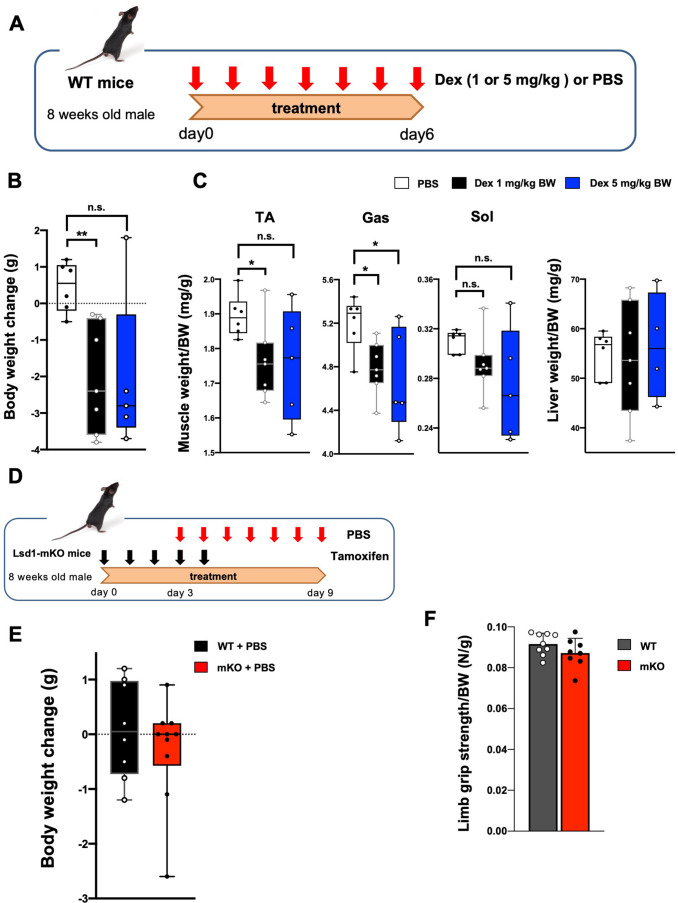
Effect of dexamethasone (Dex) dosage on atrophic phenotype. (**A**) Experimental design: 8-week-old male wild type (WT) mice were injected with phosphate buffered saline (PBS) or Dex (1 or 5 mg/kg) for 7 days, consecutively. To arrange an experimental setting compatible with the knockout (KO) mouse tests, we administered tamoxifen intraperitoneally to WT mice for 5 consecutive days and the PBS/Dex injection started at the fourth day of tamoxifen administration. (**B, C**) Body weight change from day 0 to day 6 (**B**) and tissue weights (**C**) in mice treated with PBS (n=6), 1 mg/kg body weight (BW) (n=7) or 5 mg/kg BW (n=5) Dex in (**A**).(**D**) Experimental design: 8-week-old male WT or lysine-specific demethylase-1 (LSD1)-mKO mice were injected with PBS for 7 days. To arrange an experimental setting compatible with the Dex mouse tests, we administered tamoxifen intraperitoneally to WT mice for 5 consecutive days and the PBS injection started at the fourth day of tamoxifen administration. (**E**) BW change from day 0 to day 9 of the experiment in Figure 3D. (**F**) All-limb grip strength of WT (n=9) and LSD1-mKO (n=8) mice. Values are mean ± SD. *p<0.05.

**Figure 1—figure supplement 4.**
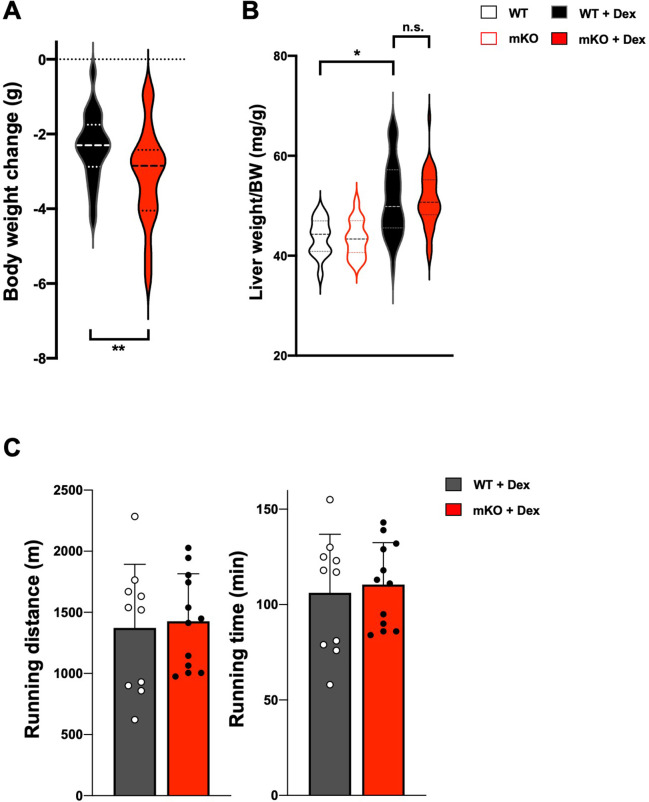
Effects of dexamethasone (Dex) treatment in lysine-specific demethylase-1 (LSD1)-mKO mice. (**A**) Changes in body weight during the Dex administration period (days 3–9) in wild type (WT) (n=40) and LSD1-mKO (n=44) mice. (**B**) Liver weight in WT (n=14) and LSD1-mKO (n=9) mice without Dex administration, and WT (n=15) and LSD1-mKO (n=39) mice with Dex administration. (**C**) Treadmill performance of Dex-treated WT (n=10) and LSD1-mKO (n=12) mice. Running distance and time until exhaustion are shown. Values are mean ± SD. *p<0.05, **p<0.01.

**Figure 1—figure supplement 5.**
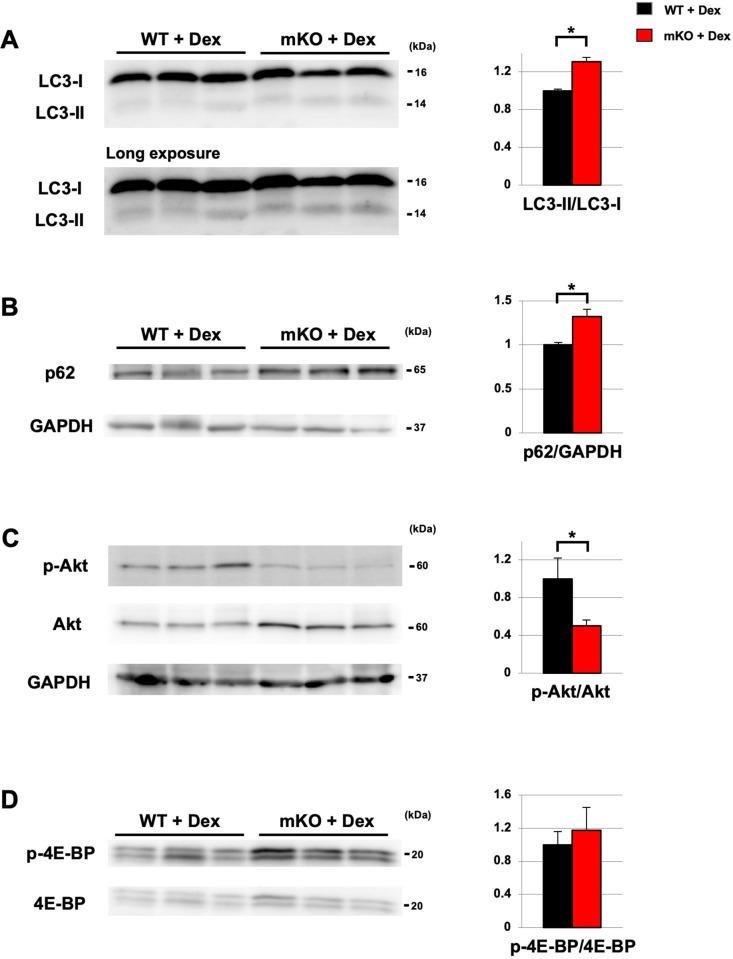
Effects of lysine-specific demethylase-1 (LSD1)-mKO on muscle atrophy- and hypertrophy-associated signaling pathways. (**A**) Western blot analysis of an autophagy protein LC3 in EDL muscles from dexamethasone (Dex)-treated wild type (WT) and LSD1-mKO mice. Autophagic signaling was evaluated based on the LC3-II/LC3-I ratio. (**B**) Western blot analysis of an autophagy protein p62 and GAPDH protein in EDL muscles from Dex-treated WT and LSD1-mKO mice. Autophagic signaling was evaluated based on the p62/GAPDH ratio. (**C**) Western blot analysis of phosphorylated (p)-Akt, total Akt, and GAPDH protein in WT and LSD1-mKO EDL muscles after Dex treatment. Hypertrophic signaling was evaluated based on the p-Akt/total Akt ratio. (**D**) Western blot analysis of p-4E-BP and total 4E-BP protein in WT and LSD1-mKO EDL muscles after Dex treatment. Hypertrophic signaling was evaluated based on the p-4E-BP/total 4E-BP ratio. Band densities were quantified by densitometry. Values are mean ± SD, and shown as the fold difference against WT. Figure 1—figure supplement 5—source data 1.Original blots for Figure 1—figure supplement 5.

**Figure 1—figure supplement 6.**
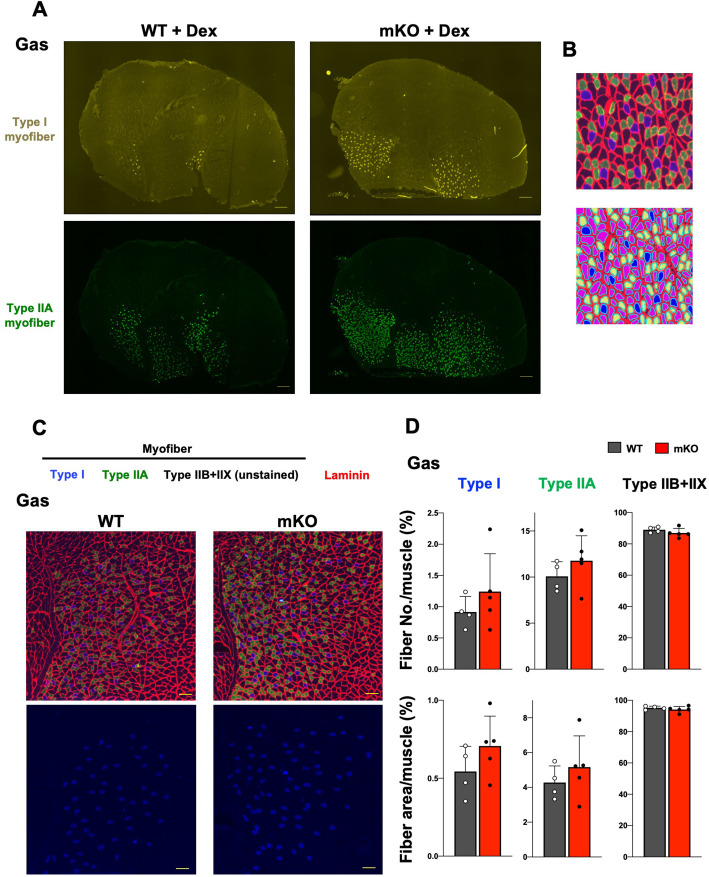
Increase in the number of slow fibers in dexamethasone (Dex)-treated lysine-specific demethylase-1 (LSD1)-mKO mice. (**A**) Single color images of type I and IIA fibers shown in Figure 1D. Scale bars, 300 μm. (**B**) (Upper panel) The cross-sectional areas and numbers of each fiber type were determined by analyzing the individual fibers that were visualized by laminin staining. (Lower panel) Fiber areas depicted in blue (type I), yellow (IIA), and magenta (IIB+IIX) were detected by a BZ-X Analyzer software (KEYENCE). (**C**) Staining of individual fiber types in gastrocnemius (Gas) muscles from wild type (WT) and LSD1-mKO mice after tamoxifen administration (without Dex treatment). Scale bars, 100 μm. Representative images are shown. (**D**) Occupancy and frequency of each muscle fiber type based on the fiber cross-sectional area and number (WT, n=4, mKO, n=5).

**Figure 1—figure supplement 7.**
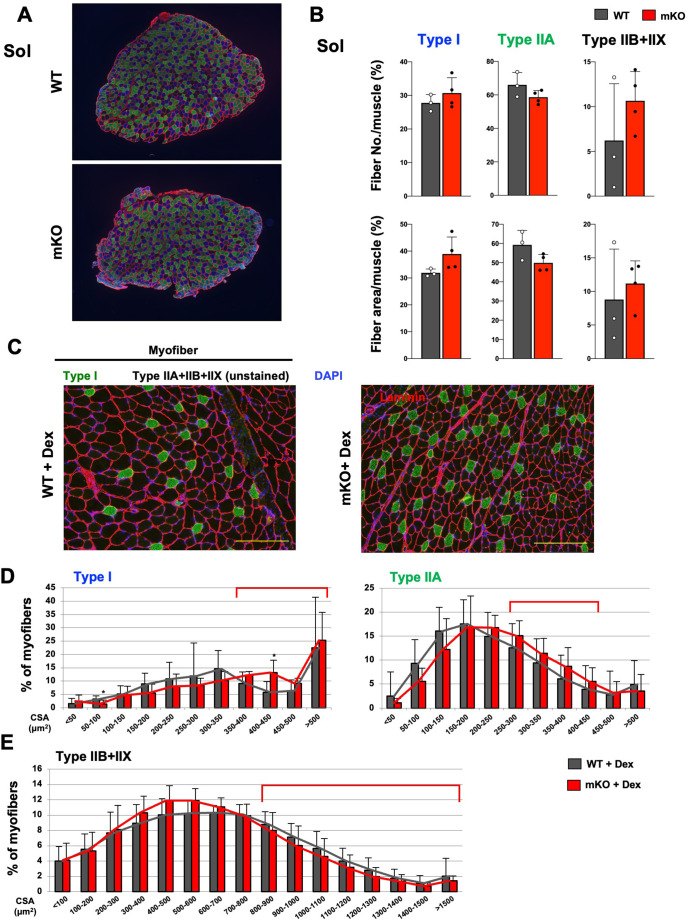
Fiber-type composition in dexamethasone (Dex)-treated lysine-specific demethylase-1 (LSD1)-mKO mice. (**A**) Staining of individual fiber types in soleus (Sol) muscles from wild type (WT) and LSD1-mKO mice after tamoxifen administration (without Dex treatment). Scale bars, 100 μm. Representative images are shown. (**B**) Occupancy and frequency of each muscle fiber type based on the fiber cross-sectional area and number (WT, n=3, mKO, n=4). (**C**) Staining of the nuclei in gastrocnemius (Gas) muscles from Dex-treated WT and LSD1-mKO mice. Note that 5,6-diamidino-2-phenylindole (DAPI)-positive nuclei are located at the periphery of the fibers. Scale bars, 200 μm. (**D, E**) Size distributions of type I, type IIA (**E**), and type IIB+IIX fibers (**F**) (WT, n=6; mKO, n=6). Large type I and IIA fibers preferentially increased in LSD1-mKO muscle (**D**), while large type IIB+IIX fibers decreased (**E**) as highlighted by red bars.

### Oxidative fiber ratio is increased in the fast-dominant muscle in LSD1-mKO mice after Dex administration

Because the effects of LSD1 depletion were specific to fast-dominant muscles, we examined if the fiber-type composition was affected in the KO mice under Dex treatment. Immunostaining of the Gas muscle revealed that the area and number of oxidative (type I and IIA) fibers were higher in LSD1-mKO mice than in WT (Figure 1D-F, and Figure 1—figure supplement 6A). In contrast, the area and number of glycolytic (type IIB+IIX) fibers were decreased in LSD1-mKO (Figure 1D–F, and Figure 1—figure supplement 6B). Such genotype-dependent differences were not observed in the absence of Dex (Figure 1—figure supplement 6C,D and Figure 1—figure supplement 7A,B). In both genotypes, we did not observe centralized nuclei in the muscle fiber, which is characteristic of newly regenerating myofibers (Figure 1—figure supplement 7C). This suggests that the increase in the number of slow-twitch fibers in the KO was not due to enhanced de novo fiber formation. Additionally, we analyzed the size distribution of myofibers according to cross-sectional area and found that large type I and type IIA fibers preferentially increased in the LSD1-mKO muscle, whereas large type IIB+IIX fibers decreased (Figure 1—figure supplements 6B and 7D and E). Taken together, these results suggest that oxidative fibers are preferentially formed and/or maintained in LSD1-depleted muscles under Dex treatment.

### Atrophy- and slow fiber-associated genes are upregulated in fast-dominant muscles in Dex-treated LSD1-mKO mice

To gain functional insight into the role of LSD1 in muscle plasticity, we performed RNA-sequencing (RNA-seq) analysis of the Gas muscle after Dex treatment. We found 150 upregulated and 117 downregulated genes, respectively, in LSD1-mKO mice, compared with those in the WT (Figure 2A). Consistent with the phenotype, a group of genes associated with muscle atrophy were upregulated in LSD1-mKO mice (Figure 2B and Supplementary file 1). By using quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis, we confirmed that the key atrophy mediators, including *Gadd45a*, *Gabarapl1*, and *Hspb7*, were significantly upregulated in the KO mice (Figure 2C; Ebert et al., 2012; Schaaf et al., 2016; Tobin et al., 2016; Bullard et al., 2016). In parallel, hypertrophy genes were downregulated in the LSD1-mKO Gas muscle (Figure 2B and Figure 2—figure supplement 1A). Furthermore, in the LSD1-mKO mice, the slow fiber genes, including *Sln* (encoding sarcolipin), a functional hallmark of oxidative fibers (Maurya et al., 2018), were significantly upregulated (Figure 2B and D). In contrast, fast fiber genes were downregulated in these mice. We also observed a similar expression pattern for fiber type-associated genes in the TA muscle (Figure 2—figure supplement 1B). These expression changes were not observed in the muscles that were not treated with Dex (Figure 2—figure supplement 1C and D). Intriguingly, RNA-seq analysis of the Sol muscle showed that the differentially regulated genes (WT vs. KO) were incompatible with those in the Gas muscle (Figure 2E and Figure 2—figure supplement 2A and B). In particular, a number of atrophy-associated genes were downregulated in the LSD1-mKO Sol, which was in clear contrast to the expression changes observed in the Gas (Figure 2C and Figure 2—figure supplement 2C and D). Taken together, these results indicate that LSD1 buffers Dex effects by repressing the atrophy- and slow fiber-associated transcriptome in fast-dominant muscle.

**Figure 2.**
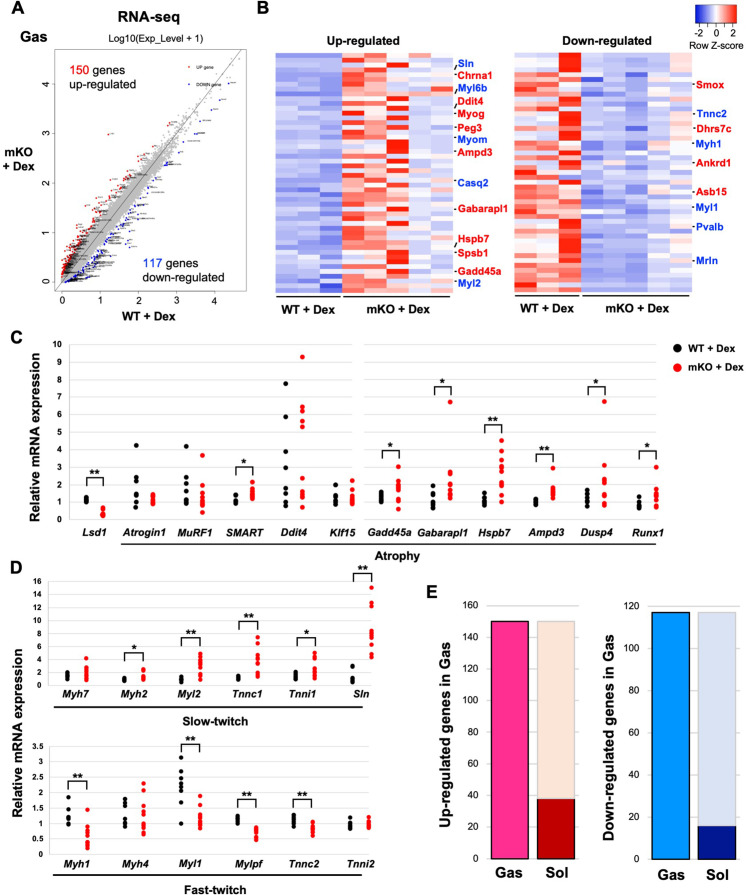
Transcriptome analysis reveals the upregulation of muscle atrophy and slow fiber genes in fast-dominant muscles in dexamethasone (Dex)-treated lysine-specific demethylase-1 (LSD1)-mKO mice. (**A**) Comparison of the transcriptome data from LSD1-mKO and wild type (WT) gastrocnemius (Gas) muscles. The red and blue dots indicate significantly up- and downregulated genes, respectively, in LSD1-mKO (FDR >0.05). (**B**) Top 50 differentially expressed genes ranked by the FDR Z-score. In the upregulated gene list, muscle atrophy- (red) and slow fiber-associated (blue) genes are highlighted. In the downregulated list, muscle hypertrophy- (red) and fast fiber-associated genes (blue) are highlighted. The complete gene list is provided in Supplementary file 1. (**C and D**) Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis of atrophy- (**C**) and fiber type-associated genes (**D**) in the Dex-treated LSD1-mKO Gas muscles (WT, n=8; mKO, n=11). Expression levels were normalized to those of the *36B4* gene and shown as fold differences against the WT. Full descriptions of gene symbols are provided in Supplementary file 3. (**E**) Comparison of the transcriptome profiles of Gas and soleus (Sol) muscles from Dex-treated LSD1-mKO mice. The dark red and blue bars indicate the fraction of genes that are commonly upregulated and downregulated, respectively, in the mKO Gas and Sol muscles. The numbers of genes that were up- or downregulated in mKO Gas are also indicated. Values are mean ± SD. *p<0.05, **p<0.01. Figure 2—source data 1.Lists of genes described in Figure 2A.

**Figure 2—figure supplement 1.**
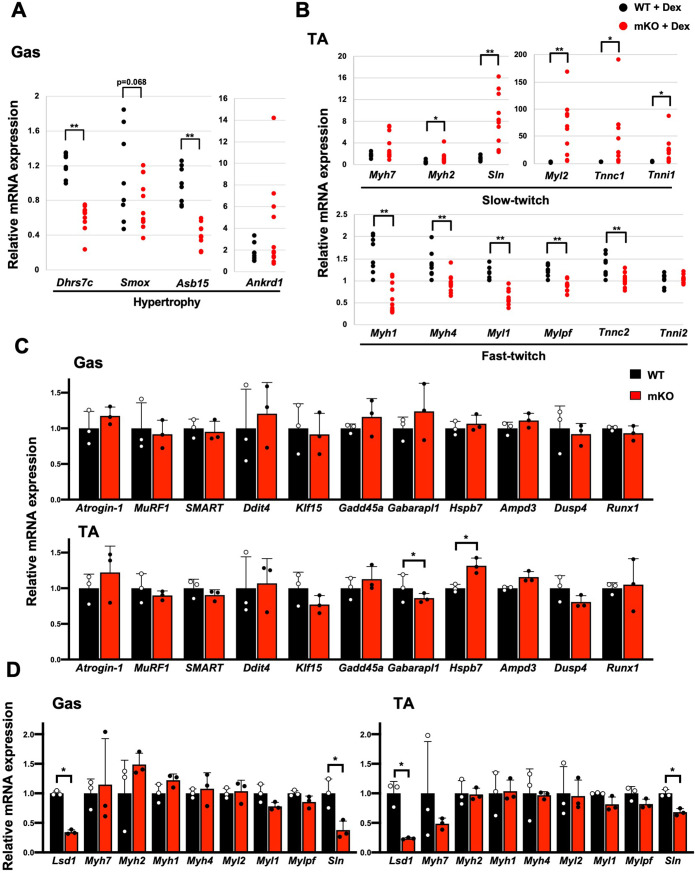
Effects of lysine-specific demethylase-1 (LSD1)-mKO on the expression of atrophy-, hypertrophy-, and fiber type-associated genes. (**A, B**) Gene expression profiles in the muscles from dexamethasone (Dex)-treated wild type (WT) (n=8) and LSD1-mKO (n=11) mice. The expression of hypertrophy-associated genes in the gastrocnemius (Gas) muscle (**A**) and fiber type-specific genes in the tibialis anterior (TA) muscle (**B**) are shown. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against those in the WT. (**C, D**) Gene expression profiles in the muscle from WT (n=3) and LSD1-mKO (n=3) mice without Dex treatment. Gas and TA muscles were dissected from the mice 4 weeks after the start of tamoxifen administration. The expression of atrophy-associated genes (**C**) and fiber type-specific genes (**D**) are shown. qRT-PCR values are shown as the fold differences against the WT. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05, **p<0.01.

**Figure 2—figure supplement 2.**
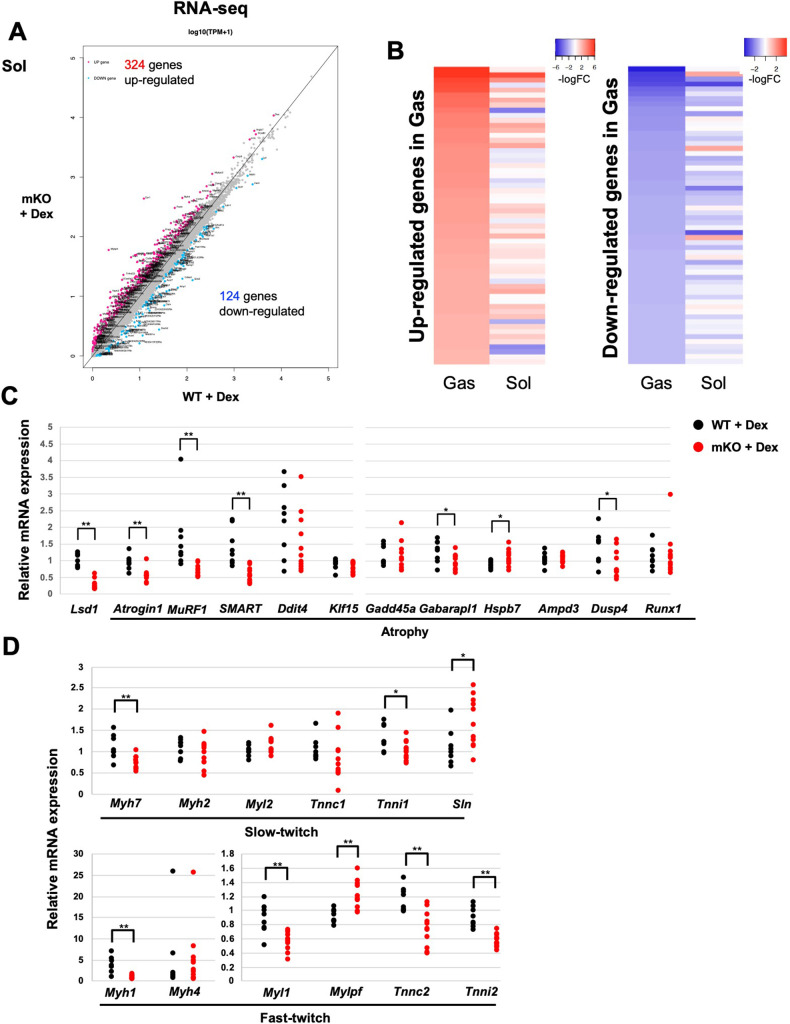
Transcriptome analysis of the soleus (Sol) muscle in lysine-specific demethylase-1 (LSD1)-mKO mice after dexamethasone (Dex) treatment. (**A**) Comparison of the transcriptome data of the muscles from the Dex-treated WT (n=3) and LSD1-mKO (n=3) mice. The magenta and cyan dots represent the genes that were significantly upregulated and downregulated, respectively, in LSD1-mKO muscles, respectively (FDR >0.05). (**B**) Comparison of transcriptome profiles of gastrocnemius (Gas) and Sol muscles from Dex-treated LSD1-mKO mice. Genes that were significantly upregulated or downregulated in the LSD1-mKO Gas muscle are aligned in the heatmap according to the -logFC values against those in the WT. Alongside the Gas heatmap, -logFC values of corresponding genes in the Sol (mKO vs. WT) are indicated. (**C, D**) The expression of the atrophy-associated genes (**C**) and fiber type-specific genes (**D**) in the Sol muscle from Dex-treated WT (n=8) and LSD1-mKO (n=11) mice. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against those in the WT. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05, **p<0.01. Figure 2—figure supplement 2—source data 1.Lists of genes described in Figure 2—figure supplement 2A.

**Figure 2—figure supplement 3.**
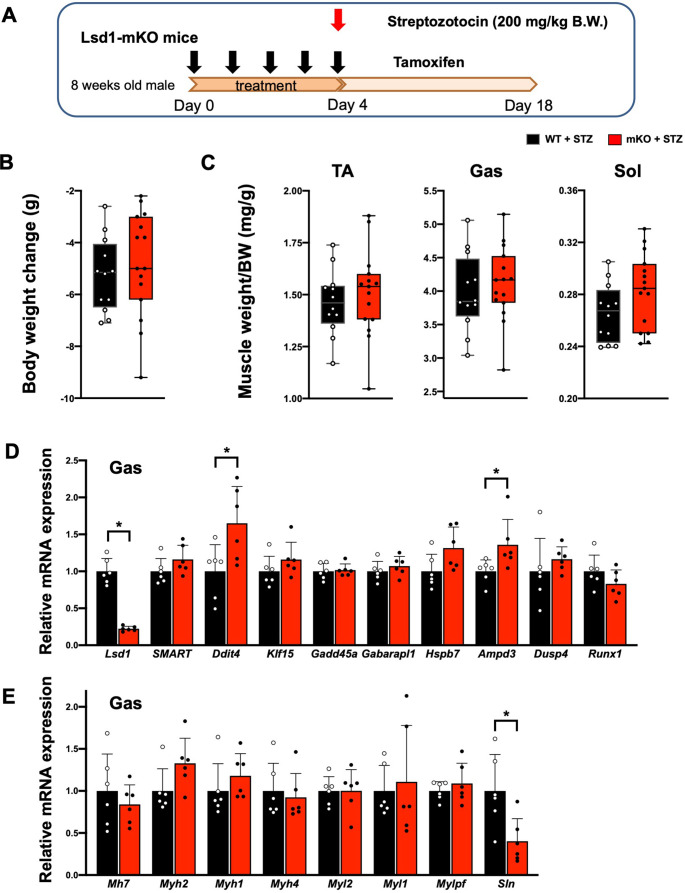
The role of lysine-specific demethylase-1 (LSD1) in streptozotocin (STZ)-induced muscle atrophy. (**A**) Experimental design: 8-week-old male wild type (WT) or LSD1-mKO mice were administered tamoxifen intraperitoneally to WT mice for 5 consecutive days and the STZ was intraperitoneally injected at the fifth day of tamoxifen administration. (**B, C**) Body weight changes from day 0 to 18 (**B**), and tissue weights (**C**) in WT (n=12) and LSD1-mKO (n=15) mice treated with STZ. (**D, E**) The expression of the atrophy-associated genes (**D**) and fiber type-specific genes (**E**) in the gastrocnemius (Gas) muscle from STZ-treated WT (n=6) and LSD1-mKO (n=6) mice. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against those in the WT. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05.

We next tested whether LSD1 has protective function in other atrophy models. For this, we administrated a pro-diabetic agent streptozotocin (STZ), which disrupts the function of pancreatic islet leading to fast-fiber atrophy in mice (Figure 2—figure supplement 3A; O’Neill et al., 2019). LSD1-mKO did not affect the muscle weight in STZ-treated mice (Figure 2—figure supplement 3B and C). Consistently, there were no major differences in the expression of atrophy and myofiber genes in STZ-treated WT and LSD1-mKO mice (Figure 2—figure supplement 3D–E). These results suggest that the LSD1 function depends on the source of atrophy-inducing stress.

### LSD1 regulates atrophy-associated genes by promoting the nuclear function of Foxk1

We previously reported that LSD1 inhibition led to an accumulation of tri-methylated histone H3 lysine 4 (H3K4me3) at the LSD1-bound promoters in differentiating myoblasts (Anan et al., 2018). To understand the mechanism through which LSD1 regulates the atrophy program, we evaluated the effects of LSD1 depletion on the H3K4 methylation status. We found that the H3K4me3 levels at the promoter regions of LSD1-mKO-suppressed genes were higher in the KO Gas muscle compared to those in the WT muscle (Figure 3A). In addition, we analyzed a previously published chromatin immunoprecipitation (ChIP)-seq dataset in mouse myoblasts (Tosic et al., 2018), and found that LSD1 bound to the promotor regions of the atrophy genes that were upregulated in LSD1-mKO Gas (Figure 3—figure supplement 1A).

**Figure 3.**
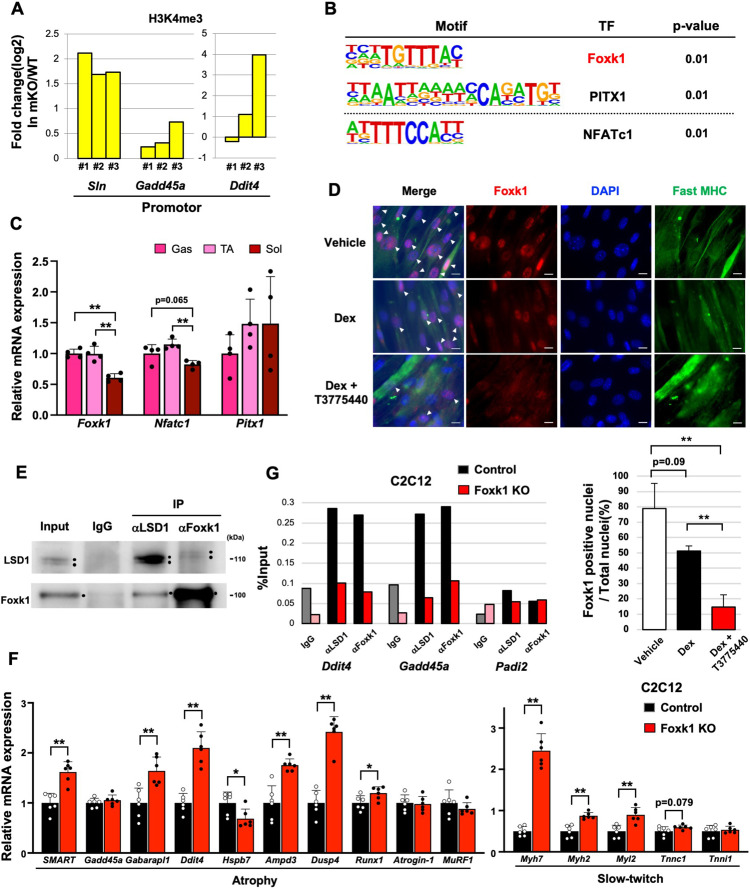
Lysine-specific demethylase-1 (LSD1) regulates the expression of atrophy-associated genes through the modulation of Foxk1. (**A**) Chromatin immunoprecipitation (ChIP)-qPCR analyses of H3K4me3 at *Sln*, *Gadd45a*, and *Ddit4* gene promoters in LSD1-mKO gastrocnemius (Gas) muscles after dexamethasone (Dex) treatment. The data are from three independent experiments. The enrichment levels of H3K4me3 were normalized to the input DNA and presented as fold differences in the LSD1-mKO against that of wild type (WT). (**B**) Motif analyses of the promoter regions of genes that were upregulated in Dex-treated LSD1-mKO Gas muscles. Analysis of the atrophy-associated genes identified Foxk1 and PITX1 motifs, while significant enrichment of NFATc1 motif was found when all the upregulated genes were scanned. (**C**) Expression of genes encoding the transcription factors (TFs) identified by the motif analyses. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values (n=4) are shown as the fold differences, compared with those of the Gas muscles. (**D**) Effects of treatment with Dex and LSD1 inhibitor (T-3775440) on the expression of Foxk1 in C2C12 myotubes. Foxk1 and 5,6-diamidino-2-phenylindole (DAPI) co-staining revealed Foxk1-positive nuclei, which are indicated by arrowheads (scale bars, 20 μm). The graph shows the percentage of Foxk1-positive nuclei (n=3). (**E**) Co-immunoprecipitation of LSD1 and Foxk1. C2C12 myotubes were treated with insulin for 6 hr before harvest to enhance the nuclear retention of Foxk1. Input lane contains 10% amount of the whole-cell extract. (**F**) Effects of Foxk1-KO on the expression of atrophy- and slow fiber-associated genes in C2C12 myotubes (n=6). qRT-PCR values are shown as the fold differences, compared with those in the control-transfected cells (n=6). (**G**) ChIP-qPCR analyses of LSD1 and Foxk1 at Ddit4, Gadd45a, Padi2 (negative control) gene promoters in control and Foxk1-KO C2C12 myotubes. The enrichment levels of normal rabbit IgG, LSD1, and Foxk1 were normalized to the input DNA. Values are mean ± SD. *p<0.05, **p<0.01. Figure 3—source data 1.Original blots for Figure 3E.

**Figure 3—figure supplement 1.**
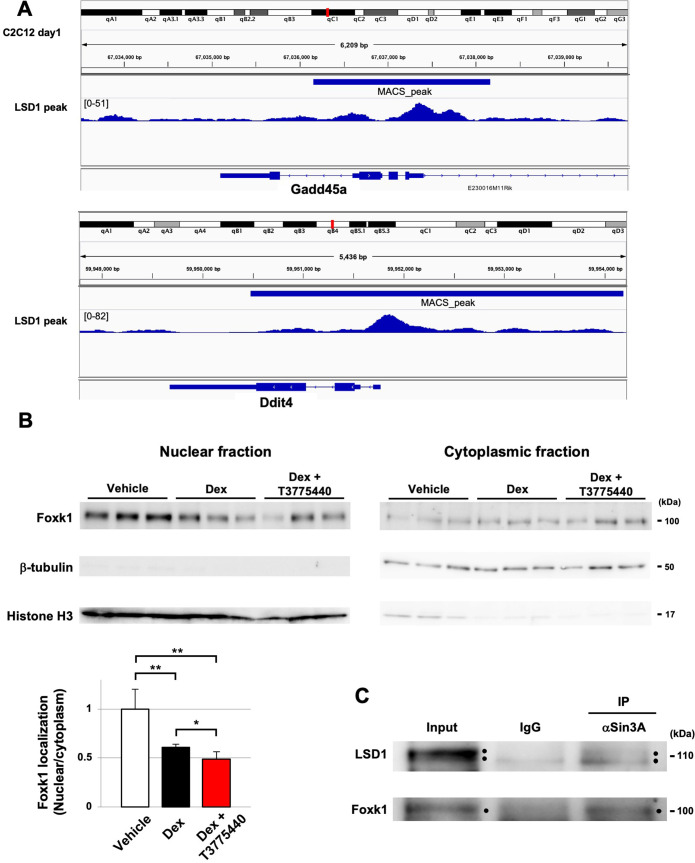
Lysine-specific demethylase-1 (LSD1) interacts with Foxk1 and increases the nuclear retention. (**A**) Enrichment of LSD1 at the atrophy gene loci in C2C12 myoblasts. Chromatin immunoprecipitation (ChIP)-seq data reported by Tosic M et al. (Nat. Commun. 9, No. 366, 2018) was analyzed by Integrative Genomics Viewer (IGV). (**B**) Western blot analysis of Foxk1, β-tubulin, and histone H3 protein in the nuclear and cytoplasmic fraction of C2C12 myotubes treated with dexamethasone (Dex) or Dex+T3775440. The graph shows the Foxk1 localization which is evaluated by nuclear Foxk1/Histone H3 ratio/cytoplasmic Foxk1/β-tubulin ratio. (**C**) Co-immunoprecipitation of Sin3A and LSD1 or Foxk1. C2C12 myotubes were treated with insulin for 6 hr before harvest to enhance the nuclear retention of Foxk1. Input lane contains 10% amount of the whole-cell extract. Values are mean ± SD. *p<0.05, **p<0.01. Figure 3—figure supplement 1—source data 1.Original blots for Figure 3—figure supplement 1B and C.

**Figure 3—figure supplement 2.**
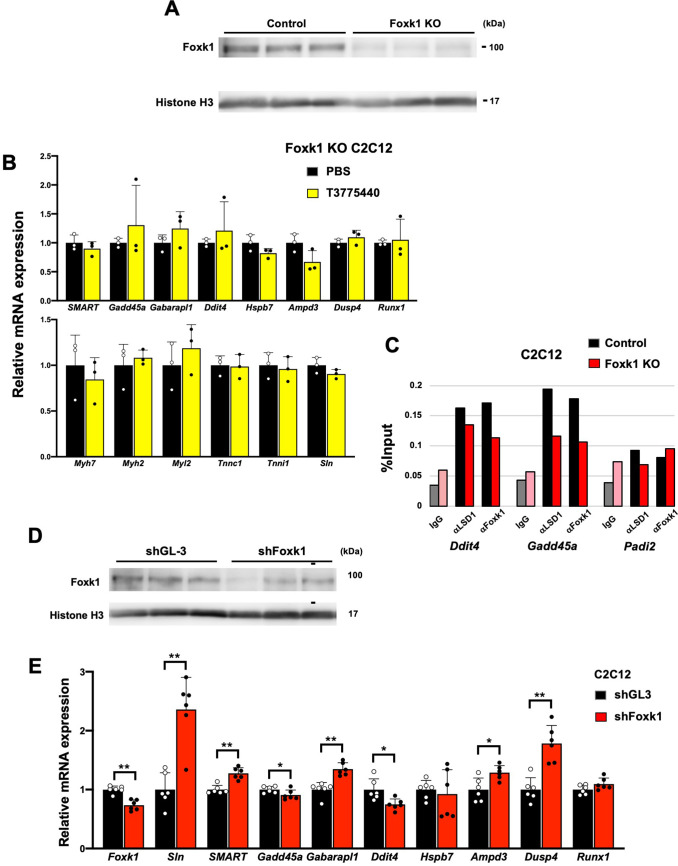
Foxk1 cooperates with lysine-specific demethylase-1 (LSD1) to control the expression of atrophy-associated genes. (**A**) Foxk1 protein expression in Foxk1-KO C2C12 cells. C2C12 cells were transfected with control or Foxk1-KO Double Nickase Plasmids and subjected to puromycin selection. (**B**) The expression of the atrophy-associated genes and fiber type-specific genes in the Foxk1-KO C2C12 myotubes treated with phosphate buffered saline (PBS) (n=3) or 10 nM T3775440 (n=3) for 48 hr. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against those in the PBS-treated Foxk1-KO C2C12 myotubes. Full descriptions of gene symbols are provided in the Supplementary file 3. (**C**) Chromatin immunoprecipitation (ChIP)-qPCR analyses of LSD1 and Foxk1 at *Ddit4, Gadd45a*, *Padi2* (negative control) gene promoters in control and Foxk1-KO C2C12 myotubes. The data are independent experiments from Figure 3F. The enrichment levels of normal rabbit IgG, LSD1, and Foxk1 were normalized to the input DNA. (**D**) shRNA-mediated knockdown (KD) of the *Foxk1* gene in C2C12 cells. C2C12 cells expressing an shRNA against the firefly luciferase gene (shGL3) were used as control. (**E**) Expression of atrophy-associated genes in *Foxk1*-KD C2C12 cells. qRT-PCR values are shown as the fold differences against shGL3 (n=6). Values are mean ± SD. *p<0.05, **p<0.01. Figure 3—figure supplement 2—source data 1.Original blots for Figure 3—figure supplement 2A and D.

To identify the transcriptional regulators that mediate the regulation of atrophy-associated genes by LSD1, we performed motif analyses on the promotor regions of upregulated genes in LSD1-mKO Gas and identified the binding motifs for Foxk1, PITX1, and NFATc1 (Figure 3B). In C2C12 cells, Foxk1 represses atrophy genes under nutrient-rich conditions and becomes sequestered from the nucleus upon starvation (Bowman et al., 2014). In addition, the repressive function of Foxk1 is achieved through its interaction with Sin3A (Bowman et al., 2014), which also forms a complex with LSD1 (Yang et al., 2018). Of note, the expression of Foxk1 in the Gas and TA muscles was higher than that in the Sol muscle (Figure 3C), raising the possibility that Foxk1 mediates the muscle site-dependent function of LSD1. Immunofluorescence and western blot analyses in C2C12 myotubes showed that Dex exposure reduced the nuclear retention of Foxk1, which was further promoted by the addition of T-3775440, an LSD1 inhibitor (Figure 3D and Figure 3—figure supplement 1B). We also performed a co-immunoprecipitation (co-IP) experiment and found a physical interaction between Foxk1 and LSD1 in C2C12 myotubes (Figure 3E). In addition, both LSD1 and Foxk1 interacted with the common partner Sin3A (Figure 3—figure supplement 1C). Furthermore, we created Foxk1-KO C2C12 cells using a CRISPR Cas9 system and demonstrated that the key LSD1-targeted atrophy genes in these cells were upregulated after differentiation (Figure 3F and Figure 3—figure supplement 2A). Foxk1-KO C2C12 myotubes also showed upregulated expression of type I and IIA fiber genes, which was consistent with the results observed in the LSD1-mKO Gas muscle (Figure 3F). In these cells, the LSD1 inhibition did not further affect the expression of atrophy and myofiber genes (Figure 3—figure supplement 2B). ChIP experiment revealed that the occupancy of LSD1 at atrophy gene loci was diminished in the absence of Foxk1 (Figure 3G and Figure 3—figure supplement 2C). These data indicate that LSD1 largely depends on Foxk1 to regulate the atrophy genes. Moreover, the upregulation of atrophy genes was also observed in the C2C12 myotubes expressing Foxk1 shRNA (Figure 3—figure supplement 2D and E). Altogether, these results suggests that LSD1 and Foxk1 cooperatively regulate the atrophy transcriptome in the presence of Dex.

### Muscle-specific LSD1 depletion promotes the hypertrophy of Sol muscle and the muscle endurance after voluntary exercise

The differential effects of LSD1 depletion on the transcriptome in fast- and slow-dominant muscles under Dex administration motivated us to explore the physiological role of LSD1 in the slow-dominant muscles. For this purpose, we subjected the mice to voluntary wheel running (VWR). VWR augments muscle endurance capacity and induces transcriptomic changes in muscles in a site-dependent manner (Legerlotz et al., 2008; Kim et al., 2020; Schmitt et al., 2020). In particular, VWR has been shown to induce the hypertrophy of soleus in mice and rats (Legerlotz et al., 2008; Momken et al., 2005; Konhilas et al., 2005). To allow VWR, we kept LSD1-mKO and WT mice in a cage attached to a running wheel for over 1 month (Figure 4A). We confirmed that tamoxifen administration during the first 5 days of VWR sufficiently maintained an LSD1-deficient state until sacrifice at day 34 (Figure 4A and Figure 4—figure supplement 1A). The mice trained by VWR showed a prominent weight gain in the Sol muscle, which was further augmented by LSD1 depletion (Figure 4B and Figure 4—figure supplement 1B). Histologically, the area of type I muscle fibers significantly increased in the LSD1-KO Sol (Figure 4C and D*,* and Figure 4—figure supplement 1C–E). In a treadmill endurance test, LSD1-mKO mice ran a longer distance and for a longer duration than the WT mice (Figure 4E), while the grip strength was comparable between the two genotypes (Figure 4—figure supplement 1F). Consistent with the results of the augmented endurance capacity, the Sol muscle in the KO mice showed enhanced succinate dehydrogenase (SDH) staining, indicating that the OXPHOS capacity of Sol was enhanced by the loss of LSD1 (Figure 4F and Figure 4—figure supplement 1G). The total running distance during the VWR was not influenced by genotype (Figure 4—figure supplement 1H), eliminating the possibility that the observed phenotypes were related to exercise intensity. Collectively, these data show that LSD1 depletion in the muscle promoted adaptation to prolonged physical activities by enhancing hypertrophy of the slow muscle.

**Figure 4.**
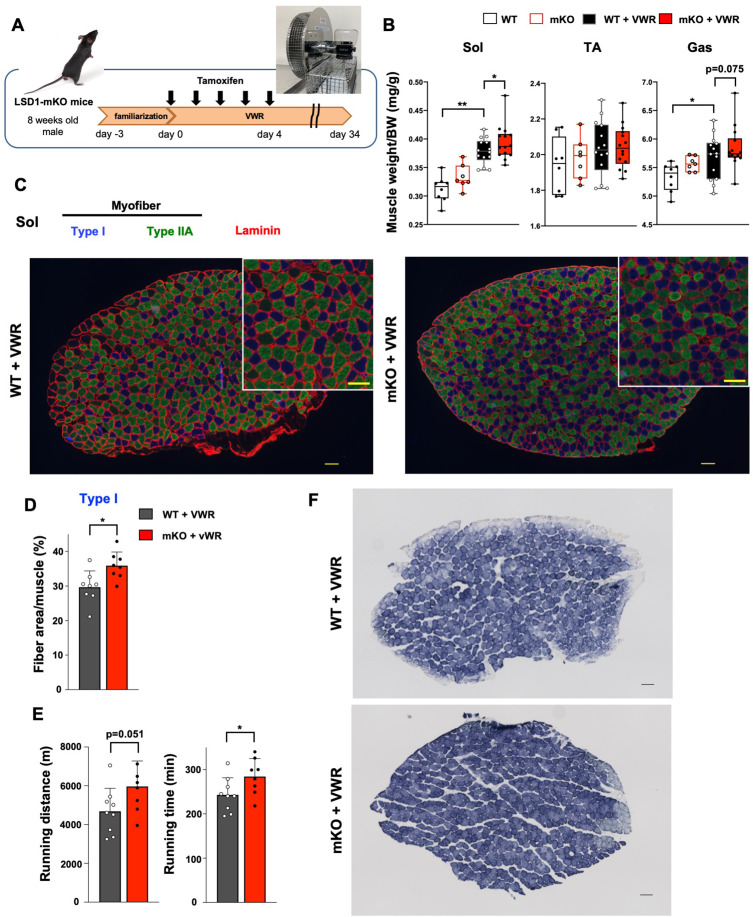
Lysine-specific demethylase-1 (LSD1)-mKO augments the effects of voluntary wheel running (VWR) by enhancing muscle endurance and increasing the number of oxidative fibers. (**A**) Experimental design: after familiarization with a cage equipped with a running wheel, LSD1 deletion was induced by tamoxifen injection (days 0–4). Mice were subjected to VWR in the same cage for 38 days (days –3–34). (**B**) Muscle weight normalized to body weight in sedentary wild type (WT) (n=8) and LSD1-mKO mice (n=7) as well as in VWR-trained WT (n=23) and LSD1-mKO mice (n=22). (**C**) Immunofluorescence staining of individual fiber types in the whole soleus (Sol) muscles from VWR-trained WT and LSD1-mKO mice. Type I fiber (blue), type IIA fiber (green), and laminin (red) were stained. Magnified images of the tissue sections (scale bars, 100 µm). Representative images (WT and mKO, n=8) are shown. (**D**) Occupancy of type I fiber based on the cross-sectional area (WT and mKO, n=8). (**E**) Treadmill performance of WT (n=9) and LSD1-mKO (n=8) mice after VWR. Running distance and time until exhaustion are shown. (**F**) Succinate dehydrogenase (SDH) staining of the Sol muscles from trained WT and LSD1-mKO mice. Scale bar, 100 μm.

**Figure 4—figure supplement 1.**
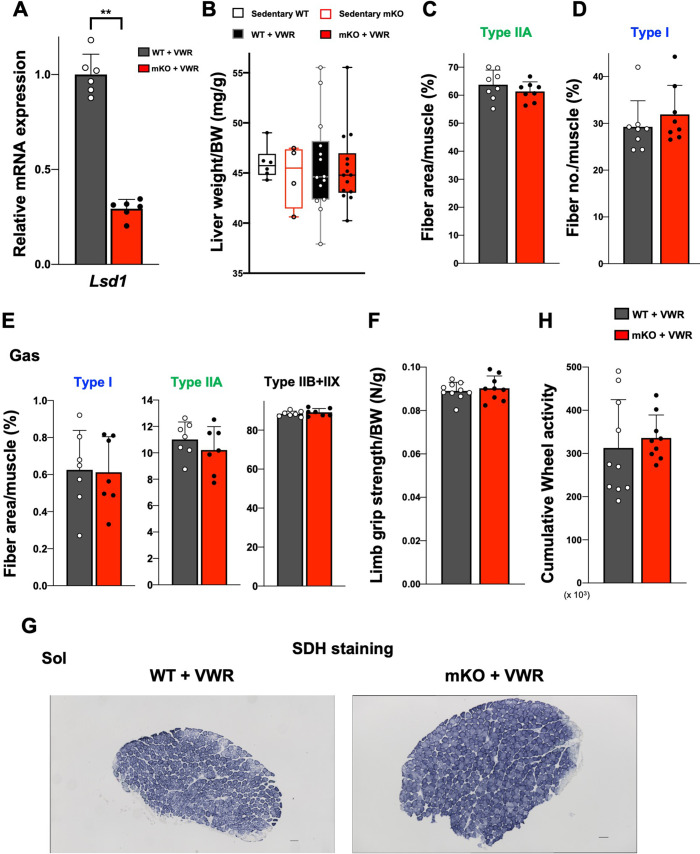
Lysine-specific demethylase-1 (LSD1)-mKO increased the number of oxidative fibers in slow dominant muscle after voluntary wheel running (VWR) training. (**A**) LSD1 mRNA expression in soleus (Sol) muscles from wild type (WT) (n=6) and LSD1-mKO (n=6) mice after VWR training. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are normalized to the *36B4* gene and shown as fold differences against WT. (**B**) Neither the training nor LSD1 genotype affected liver weight. Sedentary WT (n=7) and LSD1-mKO (n=4) mice, and trained WT (n=23) and LSD1-mKO (n=22) mice were analyzed. (**C**) Occupancy of type IIA fiber based on the cross-sectional area (WT and mKO, n=8). (**D**) Frequency of type I fiber based on the fiber number (WT and mKO, n=8). (**E**) Occupancy of each muscle fiber type based on the fiber cross-sectional area in gastrocnemius (Gas) muscles after VWR training (WT, n=7, mKO, n=7). (**F**) All-limb grip strength in WT (n=10) and LSD1-mKO mice (n=9) after VWR training. (**G**) Succinate dehydrogenase (SDH) staining of the Sol muscles from trained WT and LSD1-mKO mice. Scale bar, 100 μm. (**H**) Cumulative running activity of mice in cages with free access to a vertical running wheel for 30 days (days 4–34 in Figure 4A) (WT: n=10, mKO: n=9). Values are mean ± SD. **p<0.01.

### LSD1 depletion upregulates the expression of ERRγ and mitochondrial metabolism genes after voluntary exercise

To identify the genes regulated by LSD1 under VWR, we subjected the Sol muscle from trained WT and LSD1-mKO mice to RNA-seq analysis (Figure 5A). 

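RNA from the Sol muscle of 3 WT and 3 LSD1-mKO mice was sequenced after VWR, with 1 library per mouse. The mice were 8 weeks old when VWR began, received tamoxifen at 75 mg/kg for 5 days after 3 days of familiarization, and had access to the wheel for 38 days. Poly(A) RNA was read as 75-base single-end reads. The authors deposited estimated counts per gene without normalization, 1 column per mouse, for 24411 genes listed by symbol. The totals ranged from 8940206 to 10989846 estimated counts in WT, with a median of 10366443, and from 10984664 to 13798059 in LSD1-mKO, with a median of 13563881. The estimated counts were rounded and the genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 12828 genes that passed edgeR's expression filter. Kdm1a, which encodes LSD1, lies on chromosome 4 of GRCm38 from 136550540 to 136602723. Its level was 40.5, 38.2 and 33.6 TMM-normalized counts per 1000000 (CPM) in WT replicates 1 to 3, and 14.6, 16.6 and 16.6 in LSD1-mKO replicates 1 to 3. The LSD1-mKO mean was 42.6% of the WT mean, a log2 fold change of -1.23 (standard error 0.11, adjusted p = 0.0160 from edgeR with Benjamini-Hochberg adjustment). The groups did not overlap (exact permutation test, 2-sided, p = 0.1, the smallest that 3 mice against 3 allow). In the 6 fits that each left out 1 mouse the log2 fold change stayed between -1.30 and -1.17, and in 4 of them the adjusted p was above 0.05.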

We performed a non-hierarchical clustering and identified a cluster of genes (cluster 6) that were upregulated in the LSD1-mKO. 

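In the edgeR comparison of LSD1-mKO with WT, 1 gene was higher in LSD1-mKO and 1 was lower at an adjusted p under 0.05, and these were Esr1 and Kdm1a. At an unadjusted p under 0.05, 452 genes were higher and 369 were lower. These counts were 376 and 400 with the library size alone, 841 and 1044 without WT replicate 1, and 272 and 222 without LSD1-mKO replicate 3. With DESeq2 in place of edgeR, 33 genes were higher and 9 were lower at an adjusted p under 0.05. Esr1 lies on chromosome 10 from 4611593 to 5005614. It measured 22.3 ± 3.25 CPM (SD, n = 3) in WT and 397 ± 84.4 (SD, n = 3) in LSD1-mKO, a log2 fold change of 4.15 (standard error 0.20, adjusted p = 1.95e-04 from edgeR with Benjamini-Hochberg adjustment). The LSD1-mKO mice carry the CreERT2 transgene, which holds part of the estrogen receptor sequence, and the table has a single entry for reads of either origin.
Supplementary file 2 lists 168 genes as cluster 6, of which 166 were tested. All 166 had a higher fitted level in LSD1-mKO, with a median log2 fold change of 0.22 and quartiles of 0.13 and 0.34, against a median of -0.02 over all genes tested. With 1 mouse left out, from 162 to 166 of them were higher. The 2 groups did not overlap for 70 of the 166 genes (42.2%), against 12.7% of all genes tested and 10% by chance for 3 mice against 3. An unadjusted p under 0.05 was found for 57 genes. Adjusted over all genes tested, 1 gene of the cluster (Esr1) passed the threshold, and 19 passed it when adjusted over the list alone. The count over the list alone moved from 4 to 85 when 1 mouse was left out, with 85 without WT replicate 1. The study chose the list on these same samples for being higher in LSD1-mKO, so the common direction, the share without overlap and the count over the list alone follow in part from that choice and are not independent evidence. The remaining genes of the list, Mir2861 and Mir8094, had at most 5.07 counts in any library.

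**Figure D1:**
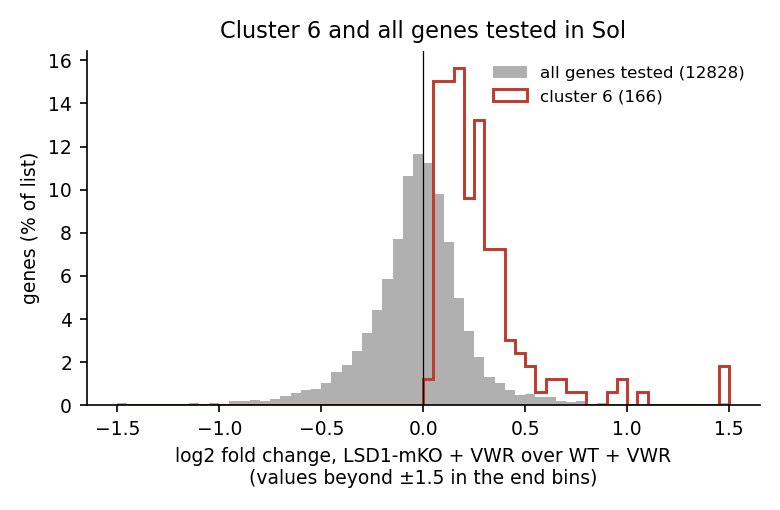
Distribution of the log2 fold change (horizontal axis, LSD1-mKO over WT after VWR) as a percentage of each list (vertical axis), for all 12828 genes tested (grey) and the 166 tested genes of cluster 6 (red line). The cluster lies to the right of 0, with a median of 0.22, and overlaps the upper part of the distribution of all genes.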

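Cluster 6 contained 12 of the nuclear-encoded OXPHOS subunit genes, which is 7.14% of its 168 genes. Among the other 849 of the 1000 genes with the highest median absolute deviation of TPM, from which a cluster can be drawn, 53 (6.24%) were OXPHOS genes. The odds ratio was 1.16 (Fisher's exact test, 2-sided, p = 0.608). Of the 168 genes, 151 were themselves among those 1000. Counting only these, 12 of 151 (7.95%) were OXPHOS genes and the odds ratio was 1.30 (Fisher's exact test, p = 0.472). Against all other genes with a mean TPM above 1, of which 70 of 12188 (0.57%) were OXPHOS genes, the odds ratio was 13.3 (Fisher's exact test, p = 9.78e-10). The log2 fold changes of the 12 genes lay between 0.045 and 0.13.
The OXPHOS genes were also tested as a list without regard to the cluster. Of 81 tested, 57 were higher in LSD1-mKO, with a median log2 fold change of 0.027, 1 had an unadjusted p under 0.05 and none passed the threshold over all genes or when adjusted over the list alone. In limma's camera test on voom values the adjusted p of the list was 0.223, over 20 lists with Benjamini-Hochberg adjustment. WT replicate 1 had the highest mean level of these genes of the 6 mice, and without it the adjusted camera p was 1.60e-09. With the other mice left out in turn it ranged up to 0.882, and the direction was downward without WT replicate 2 or WT replicate 3.

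**Figure D2:**
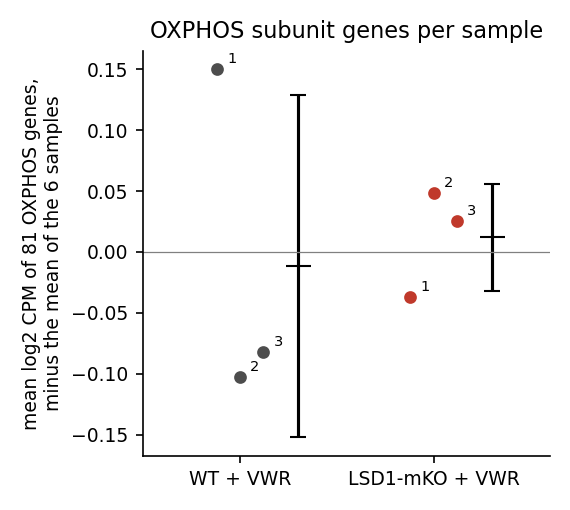
Mean log2 CPM of the 81 OXPHOS genes in each mouse, minus the mean over the 6 mice (vertical axis), by genotype (horizontal axis). Points are mice, numbered by replicate, and bars are the mean ± SD. WT replicate 1 sits highest at 0.15, and the other WT mice sit lowest at -0.10 and -0.082.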

Consistent with the altered oxidative capacity, this cluster was associated with gene ontology terms, such as ‘mitochondrion’, ‘mitochondrion organization’, and ‘oxidative phosphorylation’ (Figure 5B). 

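The gene Esrrg lies on chromosome 1 of GRCm38 from 187608791 to 188214885. It measured 129 ± 15.9 CPM (SD, n = 3) in WT and 252 ± 39.5 (SD, n = 3) in LSD1-mKO. All 3 LSD1-mKO mice were above all 3 WT mice (exact permutation test, 2-sided, p = 0.1, the smallest that 3 mice against 3 allow). The log2 fold change was 0.96 with a standard error of 0.14. Its unadjusted p was 1.01e-04 and its adjusted p was 0.162 (edgeR, Benjamini-Hochberg, over all genes tested). Adjusted over the cluster 6 list alone, which the study chose on these samples, the p was 0.00839. With DESeq2 in place of edgeR the log2 fold change was 0.97 and the adjusted p was 1.82e-06. Without a filter on low counts, the adjusted p from edgeR was 0.0111. Over all alternatives the adjusted p ranged from 1.82e-06 to 0.705. In the fits that each left out 1 mouse the log2 fold change ranged from 0.88 to 1.09. Divided by transcript length, the mean was 53.3 ± 4.03 TPM (SD, n = 3) in WT and 104 ± 16.2 TPM (SD, n = 3) in LSD1-mKO.

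**Figure D3:**
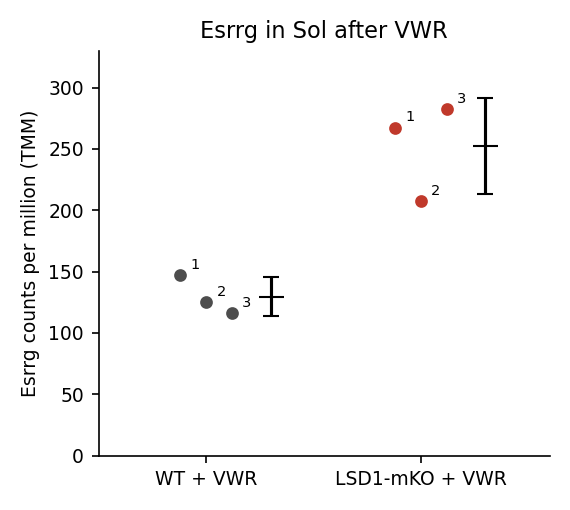
Esrrg expression in TMM-normalized CPM (vertical axis) in each mouse by genotype after VWR (horizontal axis). Points are mice, numbered by replicate, and bars are the mean ± SD, 129 in WT and 252 in LSD1-mKO.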

Of note, we found a significant upregulation of *Esrrg* gene, which encodes ERRγ, a TF that promotes oxidative metabolism in the muscle (Figure 5C and D, and Supplementary file 2; Misra et al., 2017; Fan et al., 2018; Gan et al., 2013; Narkar et al., 2011). In sedentary mice, the expression of *Esrrg* was not affected by LSD1 depletion (Figure 5—figure supplement 1A), suggesting a combinatorial effect of VWR and LSD1-mKO. The gene encoding PGC-1α, a pivotal transcriptional factor that promotes oxidative metabolism and endurance capacity (Handschin et al., 2007), was not affected in the LSD1-mKO mice (Figure 5D). Interestingly, the protein level of ERRγ was upregulated by VWR and further by LSD1 depletion, suggesting that the exercise-activated ERRγ function was potentiated in the LSD1-mKO muscle (Figure 5E). As we performed a motif analysis of upstream regions of the cluster 6 genes, we found a significant enrichment of the ERRγ binding motif (Figure 5F). qRT-PCR results confirmed that the known ERRγ targets as well as the genes harboring the ERRγ motif were upregulated in the LSD1-mKO Sol (Figure 5G; Cho et al., 2013; Liang et al., 2016). The expression of ERRγ and its target genes was not influenced by LSD1 depletion in the Gas and TA samples (Figure 5—figure supplement 1B).

**Figure 5.**
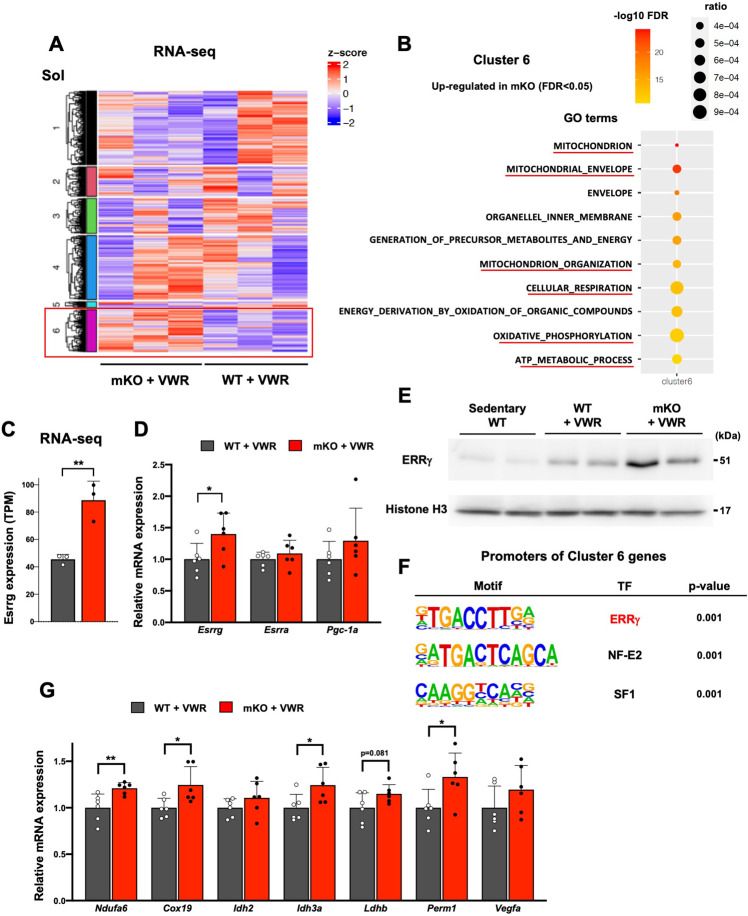
Lysine-specific demethylase-1 (LSD1)-mKO augments the effects of voluntary wheel running (VWR) by increasing the expression of ERRγ and its target genes. (**A**) RNA-seq analysis of wild type (WT) and LSD1-mKO soleus (Sol) muscles after voluntary wheel running (VWR) training. K-means clustering identified a group of genes that were upregulated in mKO (cluster 6). (**B**) RNA-seq analysis of WT and LSD1-mKO Sol muscles after VWR training. The genes upregulated in mKO (cluster 6) were subjected to a gene ontology analysis. (**C**) The expression of *Esrrg* in WT (n=3) and LSD1-mKO (n=3) Sol muscles after VWR training from RNA-seq data. (**D**) The expression of *Esrrg* and functionally related genes in WT (n=6) and LSD1-mKO (n=6) Sol muscles after VWR training. (**E**) The expression of ERRγ protein in Sol muscles from sedentary WT, trained WT, and trained LSD1-mKO mice. (**F**) Motif analyses of promoter regions of the cluster 6 genes. Values are mean ± SD. *p<0.05, **p<0.01. (**G**) Expression of ERRγ target genes in WT (n=6) and LSD1-mKO (n=6) Sol after VWR training. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against the WT. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05, **p<0.01. Figure 5—source data 1.Original blots for Figure 5E.

**Figure 5—figure supplement 1.**
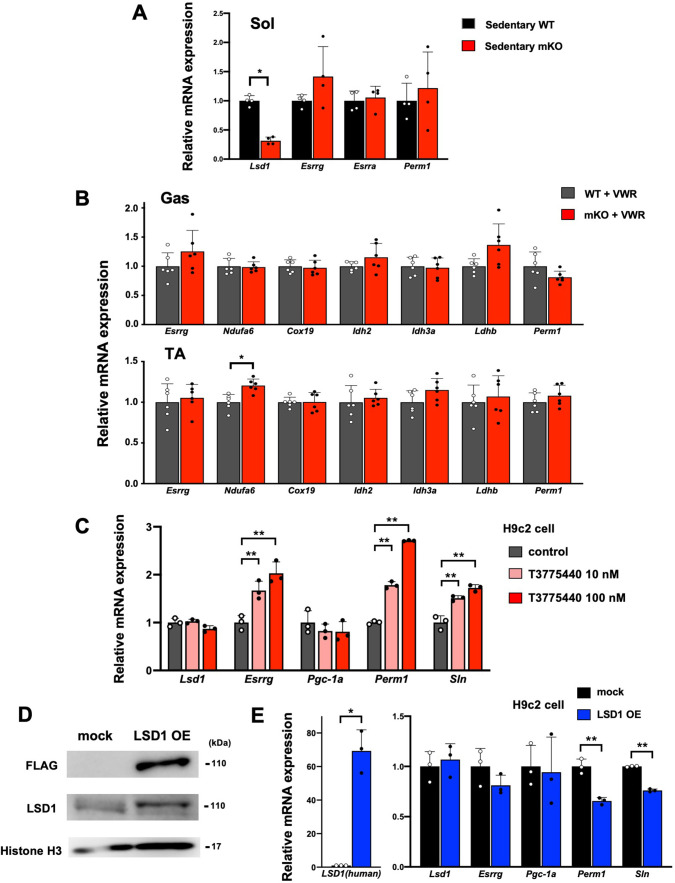
Expression of *Esrrg* and its target genes remain unaffected in lysine-specific demethylase-1 (LSD1)-mKO gastrocnemius (Gas) and tibialis anterior (TA) muscles after voluntary wheel running (VWR). (**A**) The expression of *Esrrg* and functionally related genes in sedentary wild type (WT) (n=4) and LSD1-mKO (n=4) soleus (Sol) muscles. (**B**) The expression of *Esrrg* and its target genes in the Gas and TA muscles after VWR training (WT: n=6, mKO: n=6). Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as the fold differences against the WT. (**C**) The expression of *Esrrg* and its target genes in the H9c2 cells treated with phosphate buffered saline (PBS) (control) (n=3) or T3775440 (10 and 100 nM, n=3). Cells were treated with the drug during the differentiation. qRT-PCR values are shown as the fold differences against the control. (**D**) Forced expression of FLAGx3-hLSD1 in H9c2 cells. (**E**) The expression of *Esrrg* and its target genes in the mock (n=3) or LSD1-overexpressing (n=3) H9c2 cells. Full descriptions of gene symbols are provided in the Supplementary file 3. Values are mean ± SD. *p<0.05, **p<0.01. Figure 5—figure supplement 1—source data 1.Original blots for Figure 5—figure supplement 1D.

To further test whether *Esrrg* expression is downregulated by LSD1, we made use of H9c2 rat cardiomyocytes, in which ERRγ is functionally involved in the differentiation (Sakamoto et al., 2022). Inhibition of LSD1 in H9c2 cells led to significant upregulation of *Esrrg* and its downstream Perm1 (Figure 5—figure supplement 1C), whereas these genes were downregulated in LSD1-overexpressing H9c2 cells (Figure 5—figure supplement 1D and E). Collectively, these data suggest that LSD1 depletion enhanced oxidative metabolism and muscle endurance by promoting ERRγ activity in VWR-trained mice.

Finally, we tested whether aging affects the expression of LSD1 in the muscle. In mice, muscle weight declined with age, which was accompanied by the increased expression of atrophy genes (Figure 6A and B). In parallel, LSD1 expression was downregulated in aged mice both at RNA and protein levels (Figure 6B and C). Next, we analyzed the expression of LSD1 in individual muscle cells using single-cell RNA-seq data from the Tabula Muris Senis project (Tabula Muris Consortium, 2020). We found that *Lsd1* levels decline with age in both Myod1- and Pax7-positive myogenic cells (Figure 6D). In human muscle, *LSD1* expression showed a significant negative correlation with age (Figure 6E). These data, together with our observations in LSD1-mKO mice, imply that aging-associated loss of LSD1 confers the sensitivity against environmental stresses leading to qualitative and quantitative changes in the muscle.

**Figure 6.**
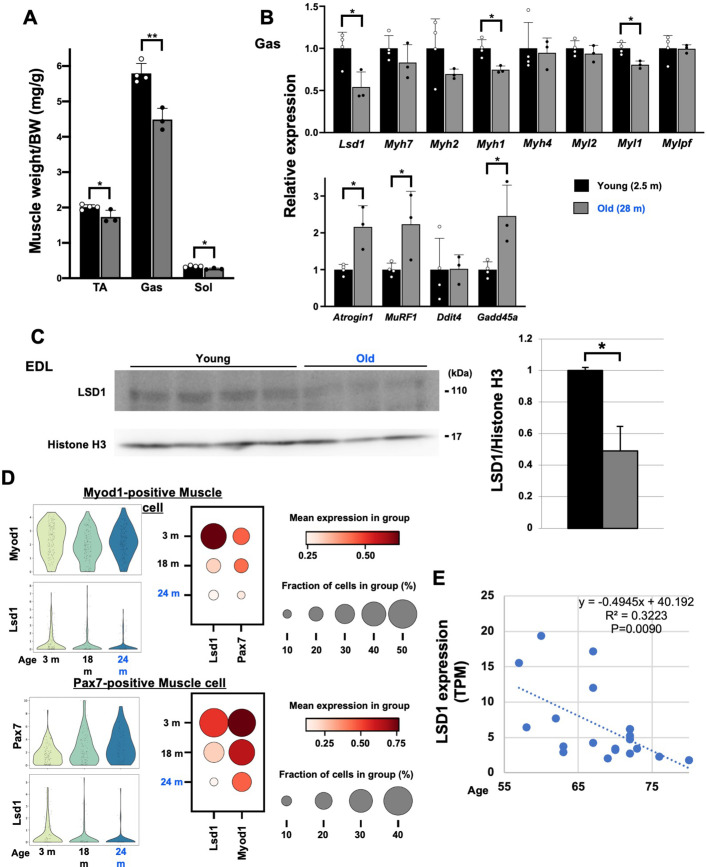
Lysine-specific demethylase-1 (LSD1) expression is decreased in the aged muscles in mice and humans. (**A**) Muscle weight in young (2.5 months of age, n=4) and old (28 months of age, n=3) male C57BL/6J mice. (**B**) The expression of fiber type-specific genes and atrophy-associated genes in the gastrocnemius (Gas) muscles in young and old mice. Quantitative reverse transcription-polymerase chain reaction (qRT-PCR) values are shown as fold differences against the young mice. (**C**) Expression of LSD1 protein in the EDL muscles from the young and old mice. Band densities were quantified by densitometry and normalized to histone H3. Values are shown as fold differences against the young. (**D**) Decreased expression of *Lsd1* in aged muscles. Using single-cell RNA-seq data (flow cytometry) published by the Tabula Muris Senis (Tabula Muris Consortium, 2020), *Lsd1* expression was analyzed in Myod1-positive and Pax7-positive muscle cells from young to old mice (3–24 months of age). (**E**) The expression of *LSD1* in skeletal muscles of 55- to 80-year-old men and women. RNA-seq data by Tumasian et al., 2021, was analyzed. Values are mean ± SD. R^2^: coefficient of determination. *p<0.05, **p<0.01. Figure 6—source data 1.Original blots for Figure 6C.

## Discussion

Skeletal muscle exhibits notable plasticity in response to environmental cues, which can be beneficial or deleterious to health. In the current study, we demonstrated that the loss of LSD1 remarkably sensitized the skeletal muscle to Dex-induced atrophy and VWR-induced hypertrophy. Under these stressed conditions, LSD1 suppressed the catabolic pathways as well as the formation of type I fibers. Mechanistically, LSD1 cooperated with Foxk1 to repress protein catabolism genes, while repressing ERRγ and its downstream oxidative genes, depending on the stimulus and muscle location (Figure 7). Environmental adaptation involves transcriptional and epigenetic remodeling in response to environmental cues, which confer a phenotypic plasticity in cells (Feil and Fraga, 2012; Peters et al., 2021; Simpson et al., 2011; Gilbert and Epel, 2009; Cavalli and Heard, 2019). Epigenetic mechanisms do not only promote phenotypic alterations, but also serve as barriers that safeguard the identity and functions of cells under environmental fluctuations (Hörmanseder, 2021; Flavahan et al., 2017). While epigenetic factors that promote muscle adaptation have been reported (Proserpio et al., 2013; Nayak et al., 2019; Luo et al., 2019; Moresi et al., 2010; Damal Villivalam et al., 2021), factors that suppress environmental responses in the muscle were unknown. The current study reveals that LSD1 serves as an ‘epigenetic barrier’ that defines stress sensitivities in the muscle.

**Figure 7.**
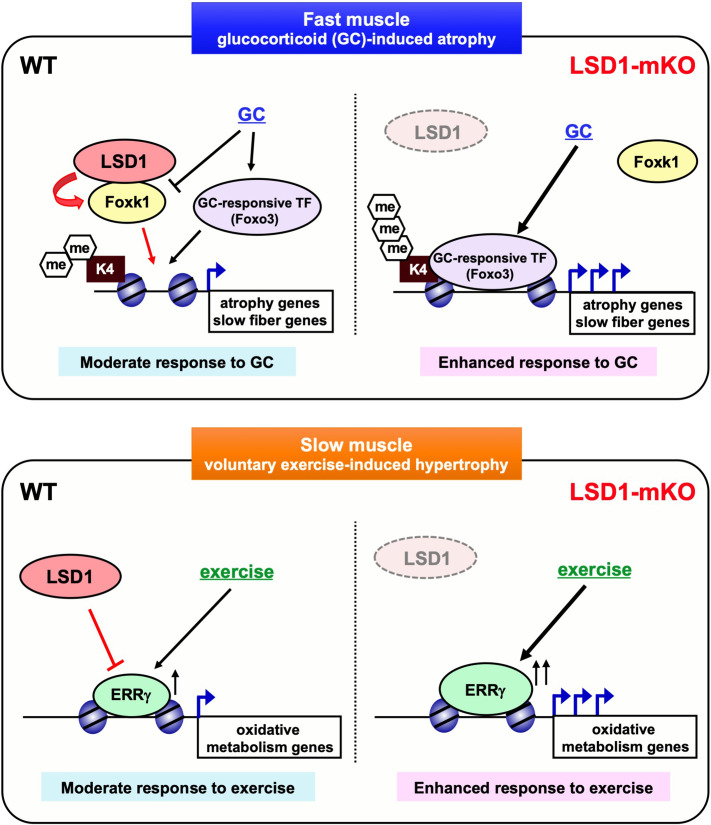
Lysine-specific demethylase-1 (LSD1) serves as an ‘epigenetic barrier’ that defines stress sensitivities in the skeletal muscle. LSD1 attenuates glucocorticoid (GC)-induced atrophy in the fast fiber-dominant muscles, in collaboration with Foxk1, an anti-autophagic transcription factor. On the other hand, LSD1 attenuates endurance exercise-induced hypertrophy in the slow fiber-dominant muscles, by inhibiting ERRγ, a transcription factor that promotes oxidative metabolism genes. The loss of LSD1 remarkably sensitized the muscles to GC and endurance exercise.

In the current study, we generated a muscle-specific LSD1-KO mice by crossing LSD1-floxed mice with ACTA1-CreERT2 mice. This enabled us to inactivate LSD1 in differentiating and differentiated muscle cells. We did not find major phenotypic changes in these mice without environmental insults. A previous report by Tosic et al., 2018 demonstrated that the muscle-specific loss of LSD1 led to a decline in the regenerative capacity and the acquisition of brown adipocyte-like characteristics in the muscle cells. Tosic et al. made use of Pax7-cre to engineer *Lsd1* gene specifically in muscle satellite cells. Thus, it is likely that the difference in the engineering method accounts for the phenotypic divergence, and that LSD1 has a maturation stage-dependent function in the muscle cell lineage.

A cascade of signaling pathways and transcriptional regulators operate under GC exposure to induce atrophic gene expression (Schakman et al., 2013; Kuo et al., 2013). We demonstrated that LSD1 inhibition combined with Dex treatment led to impaired nuclear retention of Foxk1, resulting in the de-repression of atrophy genes. Previous reports showed that, under nutrient-rich conditions, the Akt-mTORC1 pathway promotes the nuclear localization of Foxk1 to repress autophagy and other catabolic genes (Bowman et al., 2014; Sakaguchi et al., 2019). Because GCs exert their pro-atrophic effects partly through the inhibition of the Akt-mTORC1 axis (Schakman et al., 2013), this pathway may be involved in the nuclear retention of Foxk1. Thus, LSD1 counteracts GC signaling to facilitate the role of Foxk1, enabling optimal muscle adaptation to pro-atrophic stress. In addition, upon the sequestration of Foxk1 from the nucleus under starvation, Foxk1 target genes are replaced by Foxo3, which is known as a downstream effector of GR signaling (Bowman et al., 2014; Cho et al., 2010; Sandri et al., 2004). Thus, LSD1 depletion promotes the accessibility of Foxo3 or other Dex-induced TFs to atrophy genes in muscle cells.

Enhanced mitochondrial biogenesis and increased oxidative capacity are the key hallmarks of muscle adaptation to endurance exercise (Qaisar et al., 2016; Egan and Zierath, 2013). ERRγ is dominantly expressed in the slow-dominant muscles and induced in the fast muscles after exercise (Gan et al., 2013; Narkar et al., 2011). Forced expression of ERRγ in the muscle induces the formation of type I fibers and promotes endurance capacity, while the loss of ERRγ is associated with impaired oxidative metabolism and muscle endurance (Misra et al., 2017; Narkar et al., 2011; Rangwala et al., 2010). Moreover, comprehensive epigenomic analysis in the mouse muscles identified ERRγ as the causal TF for exercise-induced epigenomic reprogramming (Ramachandran et al., 2019). This evidence indicates that ERRγ is a key mediator of the metabolic and physical adaptation to exercise. Previous studies have primarily focused on the function of ERRγ in the fast-dominant muscles, and hence, its physiological relevance in the slow muscles has not been characterized. In this study, we found that LSD1 depletion promotes the adaptive response to VWR, with increased expression of ERRγ and its downstream mitochondrial metabolism genes in the Sol. 

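The 7 ERRγ target genes that the paper measured by qRT-PCR (Figure 5G) were all tested in the Sol RNA-seq after VWR, and 6 of them are in cluster 6. All 7 had a higher fitted level in LSD1-mKO, with a median log2 fold change of 0.24. None passed the threshold over all genes or when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The rise of Perm1 (chromosome 4, 156215868 to 156221307) was the largest of the 7, at a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.680 from edgeR with Benjamini-Hochberg adjustment). Perm1 measured 276 ± 67.6 CPM (SD, n = 3) in WT and 394 ± 44.6 (SD, n = 3) in LSD1-mKO. Cox19 rose by 0.30 (adjusted p = 0.619), and Perm1 and Cox19 were the genes of this list whose groups did not overlap. For Ldhb, Idh3a, Idh2 and Vegfa the log2 fold changes were 0.32, 0.24, 0.19 and 0.16, and the groups overlapped. That of Ndufa6 was 0.045, smaller than its standard error of 0.088. With 1 mouse left out, the log2 fold changes of all 7 genes stayed above 0; the lowest were 0.003 for Ndufa6 without WT replicate 2 and 0.025 for Vegfa without LSD1-mKO replicate 1. As a list, the 7 genes were shifted upward in the camera test (adjusted p = 7.57e-04), and the adjusted p was 0.704 in limma's fry test and 0.979 with an estimated inter-gene correlation. The study chose cluster 6 on these same mice for being higher in LSD1-mKO, so the common direction and the upward shift follow in part from that choice and are not independent evidence. From the stronger response to VWR in LSD1-mKO, with increased expression of ERRγ and its downstream genes, and from the rise of ERRγ protein after VWR (Figure 5E), the paper reasons that LSD1 limits this response in the slow muscle.

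**Figure D4:**
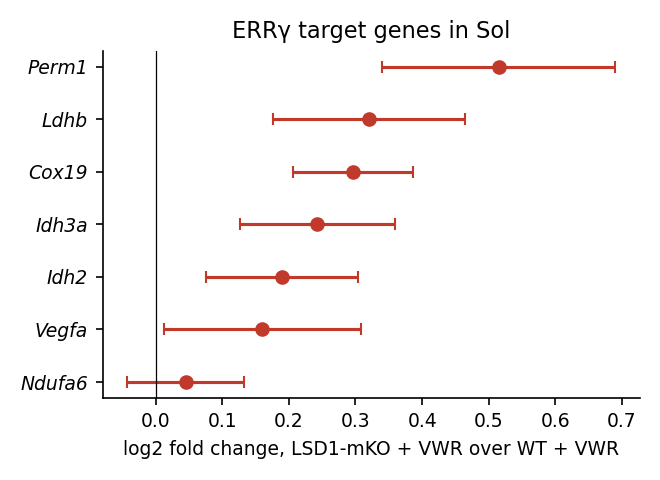
Log2 fold change of the 7 ERRγ target genes between LSD1-mKO and WT Sol after VWR (horizontal axis), 1 gene per line. Points are fitted values and bars are ± 1 standard error, derived from the F statistic of the edgeR test. All 7 points lie above 0, from 0.045 for Ndufa6 to 0.52 for Perm1.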

We also found that VWR upregulated the protein expression of ERRγ in the Sol, and hence, our data collectively indicates that LSD1 limits the adaptive response in the slow muscle, particularly the type I fiber, by fine-tuning the exercise-induced expression of ERRγ.

Fiber-type composition in the skeletal muscle is subject to remodeling under diverse environmental stresses. Previous reports have demonstrated that Dex treatment increases the relative occupancy of type I fibers in fast-dominant muscles due to the shrinking of type IIB/X fibers but does not directly affect the growth or formation of type I fiber (Ciciliot et al., 2013; Shimizu et al., 2015). Notably, we observed an increase in the number of enlarged type I fibers in the LSD1-mKO Gas muscle. Because there were no obvious de novo fiber formation under our experimental setting (Figure 1—figure supplement 7C), it was likely that the preexisting fibers were affected by LSD1 depletion. One possible explanation is that the slow fibers in the LSD1-mKO mice became resistant to Dex. However, previous reports have shown that the type I fibers are unresponsive to GC-induced shrinking (Ciciliot et al., 2013; Shimizu et al., 2015), suggesting that this fiber type in the Gas was already resistant to Dex, regardless of the LSD1 genotype. A more plausible scenario is that type II fibers were converted to type I fibers. This possibility is backed by our previous finding that LSD1 binds to and represses a number of slow fiber-associated genes (e.g., Myh7) in C2C12 myotubes that express fast muscle-like phenotypes (Anan et al., 2018). Thus, the loss of LSD1 compromised the fast fiber identity, which in turn made the muscle cells permissive to the fiber-type conversion induced by the Dex treatment.

In our VWR study, we found that the loss of LSD1 led to an increase in the type I fiber area but not the fiber number, suggesting that these fibers were selectively enlarged. It has also been reported that VWR induces the hypertrophy of Sol with prominent effects on type IIA fibers but not on type I fibers (Momken et al., 2005; Pellegrino et al., 2005). Thus, our data indicate that LSD1 loss sensitized type I fibers to exercise-induced stress. Because LSD1-KO did not upregulate the slow fiber-associated genes, such as *Myh7* and *Myl2* (data not shown), LSD1 possibly suppressed the synthesis of type I fiber indirectly by negatively regulating the translation or stability of fast fiber proteins. 

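In the RNA-seq of Sol after VWR, Myh7 measured 13827 ± 1598 CPM (SD, n = 3) in WT and 13360 ± 1845 (SD, n = 3) in LSD1-mKO. Its log2 fold change was -0.05 (standard error 0.18, adjusted p = 0.967 from edgeR with Benjamini-Hochberg adjustment), and it ranged from -0.14 to 0.062 with 1 mouse left out, above 0 without WT replicate 1 or LSD1-mKO replicate 3. Myl2 measured 4160 ± 502 CPM (SD, n = 3) in WT and 4611 ± 531 (SD, n = 3) in LSD1-mKO, a log2 fold change of 0.15 (standard error 0.15, adjusted p = 0.876), and from 0.062 without LSD1-mKO replicate 1 to 0.25 without WT replicate 3. Both differences were smaller than the spread between mice.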

In a previous report, the forced expression of oxidative metabolism genes in the muscle in mice enhanced type I fiber formation (Hénique et al., 2015). Thus, it is possible that the enhanced oxidative capacity in the trained LSD1-KO Sol triggered the type I fiber program. Collectively, our current study highlights the important contribution of LSD1 to the maintenance of fiber-type identity in the skeletal muscle under environmental fluctuations.

Our findings have several important implications from the biomedical standpoint. Sarcopenia is aging-associated muscle loss (Cruz-Jentoft and Sayer, 2019) and is characterized by a fast fiber-selective loss with the possible involvement of elevated GCs in aged individuals (Ciciliot et al., 2013; Clegg and Hassan-Smith, 2018). We found that LSD1 expression in mouse and human muscles declined with age and showed negative correlation with the expression of the atrophy genes (Figure 6). Revitalizing LSD1 activity using chemicals or dietary factors (e.g*.*, riboflavin) may facilitate muscle maintenance under aging-associated stresses. Moreover, the inhibition of LSD1 in combination with aerobic exercise may be beneficial for the prevention and management of disuse-induced atrophy, in which the oxidative capacity in the slow muscles is impaired (Ciciliot et al., 2013; Ji and Yeo, 2019). The modulation of LSD1 activity in different contexts will provide new strategies for improving muscle health.

## Methods

### Reagents and antibodies

Dex and insulin (from bovine pancreas) were purchased from Sigma-Aldrich, and STZ was from Wako. An LSD1 inhibitor, T-3775440 hydrochloride, was from MedChemExpress. The primary antibodies used for western blot, co-IP, immunohistochemistry, and immunocytochemistry experiments were as follows: anti-LSD1 (Abcam, ab17721), anti-FOXK1 (Abcam, ab18196), anti-ERRγ (Abcam, ab12893), anti-MHC type I (Developmental Studies Hybridoma Bank [DHSB], BA-F8), anti-MHC type IIA (DHSB, SC-71), anti-Laminin (Sigma-Aldrich, L9393), anti-Akt (Cell Signaling Technology [CST], #9272), anti-Phospho-Akt (Ser473) (CST, #9271), anti-4E-BP1 (CST, #9454), anti-Phospho-4E-BP1 (Thr37/46) (CST, #2855), anti-SQSTM1(p62) (Santa Cruz, sc-28359), anti-GAPDH (Santa Cruz, sc-25778), anti-LC3(MBL, PM036), and anti-Sin3A (Santa Cruz, sc-994). The secondary antibodies used were as follows: anti-mouse IgG-horseradish peroxidase (GE Healthcare, NA931V), anti-rabbit IgG-horseradish peroxidase (GE Healthcare, NA934V or CST, #7074), Alexa Fluor 488 anti-Mouse IgG1 (Thermo Fisher, A21121), Alexa Fluor 350 anti-Mouse IgG2b (Thermo Fisher, A21140), and Cy3 anti-Rabbit IgG (Jackson ImmunoResearch, 711-165-152). The antibodies used for ChIP experiments were anti-tri-methylated histone H3K4 (Millipore, 07-473), anti-pan histone H3 (Abcam, ab1791), and normal rabbit IgG (Santa Cruz, sc-2027).

### Cell culture

C2C12 mouse myoblasts were obtained from RIKEN BRC Cell Bank and maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, Sigma-Aldrich) supplemented with 10% (v/v) heat-inactivated fetal bovine serum (FBS) at 37°C and 5% CO_2_. For myogenic induction, subconfluent C2C12 myoblasts were cultured in DMEM with 2% (v/v) horse serum, and the medium was changed every other day. For immunofluorescence study, C2C12 myotubes at differentiation day 6 were treated with 10 nM T3775440 hydrochloride or phosphate buffered saline (PBS), and then at day 8, the myotubes were treated with 1 μM Dex or ethanol for 10 hr immediately before fixation. For co-IP experiments, C2C12 myoblasts were allowed to differentiate for 8 days, followed by treatment with 1 μM insulin for 6 hr.

For CRISPR-Cas9-based genome editing, either Control Double Nickase Plasmid (Santa Cruz Biotechnology, sc-437281) or FOXK1 Double Nickase Plasmid (Santa Cruz Biotechnology, sc421682-NIC) were transfected into C2C12 cells using a Fugene 6 reagent (Promega) according to the manufacturer’s instructions. The cells were subjected to puromycin selection to establish stable lines.

H9c2 rat cardiomyocytes (ATCC) were cultured in DMEM supplemented with 10% FBS at 37°C and 5% CO_2_. For differentiation, cells were cultured in DMEM with 1% FBS for 7 days.

Identities of the cell lines were confirmed by gene expression profiles and morphological changes during the differentiation. In addition, C2C12 (mouse) and H9c2 (rat) cells can be distinguished by using species-specific primers. Only the cells of low passage no. were used to ensure the phenotypic consistencies. These cell lines were tested negative for mycoplasma.

### Animal studies

Animal experiments were approved by the Animal Care and Use Committee of Kumamoto University (A2019-098), and conducted in accordance with its guidelines. Lsd1^flox/flox^; ^TgACTA1-CreERT2/+^ conditional knockout mice (LSD1-mKO mice) were generated by crossing Lsd1-floxed mice (B6.129-Kdm1atm1.1Sho/J, Jackson Laboratories) and knock-in mice expressing a CreERT2 recombinase under the control of human ACTA1 gene promoter (Tg(ACTA1-cre/Esr1*)2Kesr/J, Jackson Laboratories). To induce Cre expression, 20 mg/mL tamoxifen in corn oil was administered intraperitoneally to 8-week-old or postnatal day 11 male LSD1-mKO or WT (Lsd1-floxed, without CreERT2) mice at a dose of 75 mg/kg for 5 consecutive days. After 1 week, RNA and protein were isolated from the tissues for qRT-PCR and western blot analyses, respectively, to evaluate the degree of LSD1 knockout (Figure 1—figure supplements 1 and 2).

To determine the effect of Dex treatment, Dex at 1 or 5 mg/kg or vehicle (PBS) was intraperitoneally administered to 8-week-old male mice for 7 consecutive days. These mice were either used for muscle function tests or sacrificed for tissue analysis after 6 hr fasting.

To evaluate the effect of insulin deficiency, STZ was dissolved in 0.1 M sodium citrate buffer (pH 4.5) to produce a concentration of 10 mg/mL. Two-hundred mg/kg STZ was administered intraperitoneally to 8-week-old male LSD1-mKO or WT mice on the fifth day of 5 consecutive days of tamoxifen administration. Insulin deficiency was confirmed 4 days later with a blood glucose reading of >350 mg/dL. After 2 weeks of STZ injection, RNA was isolated from the excised tissues for qRT-PCR.

### Voluntary wheel running

For VWR test, 8-week-old control or LSD1-mKO mice were single-housed in cages with free access to a vertical running wheel (Shinano Seisakusho, Tokyo, Japan) for 38 days. After 3 days of familiarization, LSD1-KO was induced by tamoxifen injection for 5 days, consecutively, and the running distance was measured for 30 subsequent days. Before being subjected to muscle function test and tissue analysis, the mice were kept away from the running wheel and subjected to fasting for 6 hr. Sedentary controls were single-housed in similar cages but without access to a running wheel.

### Muscle function tests

To assess muscle endurance, the mice were subjected to a low-intensity, run-to-exhaustion protocol on a motorized treadmill (Muromachi Kikai, Tokyo, Japan) (Fujita et al., 2018). First, the mice were allowed to familiarize with the treadmill for 10 min at 10 m/min for 2 days. The next day, the mice were placed on a treadmill moving at 10 m/min for 30 min, 11 m/min for 15 min, and 12 m/min for 15 min with a 15° incline. Finally, the speed was escalated with an increment of 1 m/min every 10 min until the mouse exhibited exhaustion. The timepoint at which the mice sat on the shock grid at the back of the treadmill for longer than 5 s was set as the endpoint.

To assess muscle strength, whole-limb grip strength was measured using a Grip Strength Meter (Columbus Instruments, Columbus, OH, USA) for mice, as previously described (Fujita et al., 2018). Peak tension (in newtons) was recorded when the mice released the grip. Two sets of 10 successive measurements were performed for each mouse and the mean maximum strength in the second set was used for data analysis.

### Histological analysis

Gas and Sol muscles were dissected and immediately frozen in liquid N2-cooled isopentane. Cryosections (10 μm) were prepared using a cryostat (Leica). The sections were dried at 25°C and stored at –80°C.

For immunohistochemical analysis, the sections were fixed in acetone for 5 min at 4°C, blocked in PBS containing 3% goat serum, and 0.1% bovine serum albumin (BSA) for 2 hr at RT and incubated overnight at 4°C with a mixture of the primary antibodies (αMYH type I, αMYH type IIA, and αLaminin) in Can Get Signal immunostain Solution A (TOYOBO). After three 10 min washes in 0.1% BSA/PBS, the sections were incubated for 1 hr with a mixture of three secondary antibodies against mouse IgG2b (Alexa 350), mouse IgG1 (Alexa 488), and rabbit IgG (Cy3) in Can Get Signal immunostain Solution A, followed by three 10 min washes in 0.1% BSA/PBS. The sections were then mounted and sealed with nail polish.

The sections were imaged with a KEYENCE BZ-X800 microscope and an Olympus BX51 wide-field microscope. The cross-sectional area and numbers of type I, type IIA, and IIB+IIX fibers were determined by analyzing individual fibers that were visualized by laminin staining. Quantification was done using a BZ-X Analyzer software (KEYENCE). Example images used for detecting individual fibers are shown in Figure 1—figure supplement 6B.

SDH staining was performed by exposing the cryosections to a mixture of 130 mM succinate, 1.5 mM nitroblue tetrazolium, 0.2 M NaH_2_PO_4_, and 0.2 M Na_2_HPO_4_ for 30 min at 37°C. The sections were then washed once with 70% and 95% ethanol and twice with 99.5% ethanol. Next, after washing with xylene, the sections were dried and mounted in malinol (Muto Pure Chemicals, Tokyo, Japan).

### Western blot and co-IP analyses

To prepare total cell lysates, the cells were collected and suspended in a sample buffer (0.1 M Tris-HCl, pH 6.8, 4% sodium dodecyl sulfate [SDS], 0.1 M dithiothreitol, 20% glycerol, and 0.2% bromophenol blue). To prepare tissue lysates, the frozen tissues were crashed in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% SDS, and 0.5% sodium deoxycholate) by FastPrep-24 5G (MP Biomedicals, Santa Ana, CA, USA) at 6.0 m/s for 40 s with CoolPrep mode, then suspended in the sample buffer. Following sonication and centrifugation at 16,710 × *g* for 5 min at 4°C, the supernatant was collected and used for western blotting. Protein samples were electrophoresed on an SDS polyacrylamide gel and then transferred to a nitrocellulose membrane (Amersham Protran Premium; GE Healthcare, Waukesha, WI, USA) using a semidry method. After blocking for 1 hr using 5% skim milk or 5% BSA dissolved in PBS containing 0.3% Tween 20, the membrane was incubated overnight at 4°C with primary antibodies in Can Get Signal solution (Toyobo, Osaka, Japan). The secondary antibodies used were anti-mouse IgG and anti-rabbit IgG-horseradish peroxidase. The blots were incubated for 1 min with Western Lightning Plus-ECL solution (PerkinElmer, Waltham, MA, USA) and visualized using Image-Quant LAS4000 Mini (GE Healthcare). For quantification, the band densities were determined using ImageJ (National Institutes of Health, Bethesda, MD, USA) software.

For co-IP experiments, the cells were lysed in an IP buffer (50 mM Tris-HCl, pH 8.0, 5 mM EDTA, 150 mM NaCl, 0.5% NP-40, and 0.5% Triton X-100) and incubated with specific antibodies, followed by pulldown using Dynabeads protein A/G (Life Technologies) for subsequent western blot analysis.

### Separation of nuclear and cytoplasmic fractions

Separation of nuclear and cytoplasmic fractions of C2C12 myotubes was performed as previously described (Kim et al., 2010). Briefly, cells were washed twice with cold PBS and harvested with a scraper, and then mixed with nuclear extraction buffer (20 mM HEPES, pH 7.5, containing 150 mM NaCl, 10% glycerol, 1 mM EDTA, 0.5% Triton X-100, 1 mM Na_3_VO_4_, 10 mM NaF, 1 mM PMSF, and 0.01% of protease inhibitor cocktail) and incubated for 30 min on ice. The cell suspension was passed through a 23-gauge needle 30 times and then centrifuged. The pellet and supernatant from the centrifugation are referred to as the nuclear and cytoplasmic fractions, respectively. The nuclear fraction was washed three times with nuclear extraction buffer and then suspended in the sample buffer.

### Quantitative RT-PCR

Total RNA was extracted from cells or frozen mouse tissues using a TRIzol reagent (Invitrogen). cDNA samples were produced using the ReverTra Ace qRT-PCR Kit (TOYOBO). qPCR-RT was performed by the SYBR green method using a Thunderbird qPCR Mix (TOYOBO) and a StepOne Plus Sequence Detector (Applied Biosciences). Data are presented as the mean ± standard deviation (SD). Fold differences among groups were calculated by the ΔΔCt method. 36B4 (Rplp0) gene was used as an internal control. The primers are listed in Supplementary file 3.

### Poly (A) RNA-seq analysis

Total RNA was extracted from the Gas and Sol muscles using a Trizol reagent. mRNA was purified using a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs [NEB], Ipswich, MA, USA), and the sequencing libraries were synthesized using a NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB). Sequencing was performed using a NextSeq 500 Sequencer (Illumina, San Diego, CA, USA) with 75 bp single-end reads. The resulting reads were aligned to the mm10 reference genome by using STAR (Dobin et al., 2013). For the dataset from Dex administration experiment, Edge R was used for the quantification of gene expression changes (Robinson et al., 2010), in which a false discovery rate cut-off of 0.05 was used to determine differentially expressed genes between WT and KO mice. Heatmaps were generated by using Heatmapper (Babicki et al., 2016). 

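The authors deposited a DESeq2 results table for the RNA-seq of Sol after VWR, in which the log2 ratio is WT over LSD1-mKO. By the count of the authors' adjusted p-values under 0.05, 34 genes are higher and 8 are lower in LSD1-mKO. DESeq2 was run again here on the rounded estimated counts over the genes that passed the edgeR filter. Of the 42 genes with an adjusted p under 0.05 in each table, 41 are shared. At an unadjusted p under 0.05, 577 of the 12828 genes differed in this second run, which is 4.5% of them.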

For the VWR dataset, DESeq2 was used for the quantification of gene expression changes (Love et al., 2014; Takase et al., 2019). The top 1000 differentially expressed genes between WT and KO mice were extracted from the genes with mean transcripts per million (TPM) >1 by using median absolute deviation (MAD). 

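TPM were computed here from the estimated counts and the longest protein-coding transcript of each gene, and 12356 genes had a mean TPM above 1. The median absolute deviation was taken over all 6 mice, without regard to genotype. Of the 168 genes in Supplementary file 2, 151 were among the 1000 genes with the highest value on the linear TPM scale. On a log2 scale 18 were. The 2 choices of 1000 genes shared 165 genes. The median of the mean TPM was 233.7 among the genes chosen on the linear scale, 5.94 among those chosen on the log2 scale and 14.0 among all genes with a mean TPM above 1.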

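Row z-scores of the 1000 genes chosen on the linear scale were grouped here by k-means with 6 centres and 100 starts. The cluster with the highest mean in LSD1-mKO held 130 genes, and 109 of the 168 genes in Supplementary file 2 (64.9%) were among them. A further 35 fell in a cluster of 102 genes that was highest in LSD1-mKO replicate 2. The number recovered was 144 with 5 centres and 17 with the genes chosen on the log2 scale. The largest cluster held 277 genes and none of the 168. Its mean z-score was 1.00 and 0.88 in WT replicates 2 and 3, and -0.94 in WT replicate 1.

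**Figure D5:**
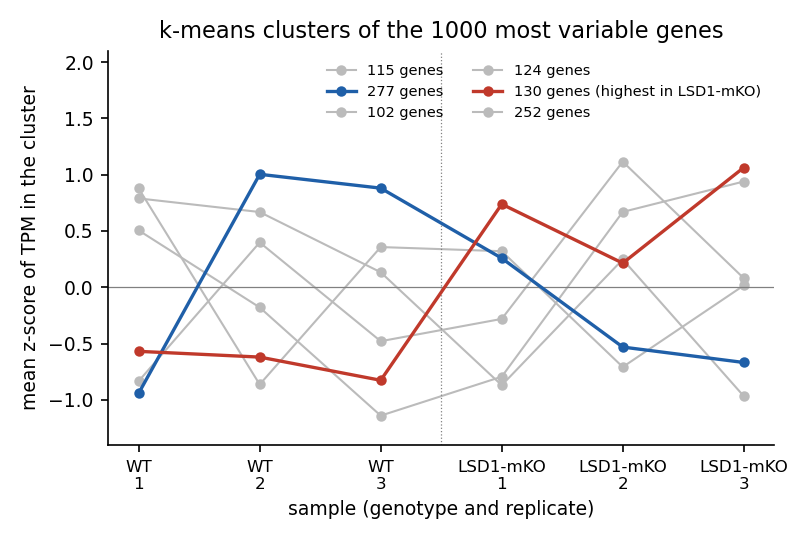
Mean z-score of TPM (vertical axis) in each of the 6 mice (horizontal axis) for the 6 k-means clusters of the 1000 genes with the highest median absolute deviation; each line is a cluster, with its number of genes in the key. The cluster of 130 genes (red) is below 0 in all WT mice and above 0 in all LSD1-mKO mice, and the cluster of 277 genes (blue) parts WT replicate 1 from the other WT mice.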

K-means clusters and heatmaps were generated by using ComplexHeatmap (Gu et al., 2016). Gene Ontology analysis was performed by using the Molecular Signatures Database (MSigDB) v7.4 (Subramanian et al., 2005).

Motif enrichment at the promoter regions was examined using the findMotifs.pl module in HOMER (V4.9.1) (Heinz et al., 2010). The parameters used for the Dex test were ‘start –300, end +50, motif length 8, 10, 12’, whereas those for the VWR test were ‘start –2000, end +2000, motif length 10, 12’. For the Dex administration dataset, the LSD1-dependent atrophy genes and all upregulated genes in the LSD1-KO mice were subjected to motif analysis.

### ChIP-qPCR

To prepare a ChIP sample, frozen Gas muscles from two mice were minced in cooled PBS by using FastPrep-24 5G (MP Biomedicals), and the lysate was crosslinked with 1% formaldehyde. Next, to isolate the nuclei, tissue lysates were homogenized in cell lysis buffer (5 mM PIPES, 85 mM KCl, and 0.5% NP-40) with a Dounce homogenizer using a loose pestle. The isolated nuclei were resuspended in SDS-lysis buffer (1% SDS, 10 mM EDTA, and 50 mM Tris-HCl) and sonicated in two steps (Kohrogi et al., 2021): first with a probe-type sonifier (Branson) and second with a water bath sonifier, Picoruptor (Diagenode). For the C2C12 ChIP sample preparation, cells were dual crosslinked with 1% formaldehyde and disuccinimidyl glutarate (Thermo Fisher Scientific) to increase the stability of protein-DNA complexes. Following cell lysis, cells were treated with 4 U of Micrococcal nuclease per 1×10^6^ nuclei at 37°C for 20 min, then sonicated by Bioruptor (Diagenode) for 10 min. Chromatin fragments were incubated at 4°C overnight with appropriate antibodies, followed by a pulldown using protein A/G-conjugated agarose beads. Purified DNAs were subjected to qPCR using the primer sets listed in Supplementary file 4.

### Immunocytochemistry

The cells were fixed with 4% paraformaldehyde in PBS for 15 min at 25°C. The cells were washed three times with PBS for 5 min and then permeabilized with PBS containing 0.5% Triton X-100 for 5 min on ice. The cells were blocked in 0.5% BSA/PBS at RT and incubated overnight at 4°C with a mixture of primary antibodies in 0.2% BSA/PBS. After three 10 min washes in 0.2% BSA/PBS, the cells were incubated for 1 hr with a mixture of secondary antibodies against mouse IgG1 (Alexa 488) and rabbit IgG (Cy3) in 0.2% BSA/PBS, followed by three washes in PBS. The cells were then mounted and sealed with nail polish. DNA was counterstained with 1 μg/mL 5,6-diamidino-2-phenylindole. Quantitative analysis was performed with BZ-X Analyzer software (KEYENCE).

### Construction of lentiviral expression vectors and their transduction

The plasmids for constructing and packaging lentiviral vectors were obtained from the RIKEN Bioresource Center (https://dna.brc.riken.jp/en/rvden/cfmen). Double-stranded DNA harboring an shRNA sequence for FOXK1 was inserted into an entry vector, pENTR4-H1. Using the Gateway recombination method, an shRNA cassette was cloned into CS-RfA-EVBsd, a lentiviral plasmid. To produce lentivirus particles, packaging (pCAG-HIVgp) and envelope (pCMV-VSV-G-RSV-Rev) plasmids were co-transfected into Lenti-X 293T cells (Takara Bio) using Fugene 6 reagent (Promega). The culture supernatant was centrifuged, filtered, and stored at –80°C until use. C2C12 cells were infected with CS-RfA-EVBsd shFoxk1 (shFoxk1) or CS-RfA-EVBsd shGL3 (shGL3) (control shRNA targeting firefly luciferase gene) viruses, and then subjected to blasticidin S selection to establish stable lines. The short hairpin RNA target sequences were as follows: shFoxk1, 5’-ATCCAGTTCACATCGCTAT-3’; shGL3, 5’- CTTACGCTGAGTACTTCGA -3’.

For the forced expression of LSD1 in H9c2 cells, we constructed a lentiviral vector harboring human LSD1 cDNA under control of human elongation factor-1α (EF-1α) promoter. For this, we cloned FLAGx3-hLSD1 into a lentiviral plasmid CSII-EF-MCS (RIKEN) together with blasticidin resistance gene. After transduction, cells were selected with 10 µg/mL blasticidin S before use.

### Tabula Muris Senis

Single cell RNA-seq data from mice of different ages (3, 18, and 24 m) were obtained from the Tabula Muris Senis Project (Tabula Muris Consortium, 2020). FACS-sorted single-cell data from TA muscle (designated as limb muscle) were downloaded at GitHub (https://github.com/czbiohub/tabula-muris-senis, copy archived at swh:1:rev:18219fd8d2acaf9c8d46befbdfb44cd75fadba12; Zhang, 2021) and analyzed using Scanpy (https://scanpy.readthedocs.io/en/stable/). Muscle cells were extracted according to the expression of *Myod1* or *Pax7*.

### Human muscle transcriptome data

LSD1 mRNA expression in skeletal muscles of 55- to 80-year-old men and women were analyzed using a publicly available RNA-seq data (Tumasian et al., 2021). Expression values in TPM were used for linear regression analysis by JMP software (version 10.0.2d1).

### Statistical analyses

Sample size was determined based on our pilot experiments and previous studies in the related research area. Data are presented as the mean ± SD. Equality of variance was determined by using F test. If the variances were equal, two-tailed Student’s t-test was used, and if not, two-tailed Welch’s t-test was used.

### Materials availability statement

Newly created materials can be provided following the material transfer agreement of Kumamoto University.

## Data Availability

RNA-seq data generated in this study were deposited in the Gene Expression Omnibus (accession No. GSE198911). The following dataset was generated: ArakiH HinoS NakaoM 2022polyA RNA-seq of WT and LSD1-mKO mice under two different environmental stressesNCBI Gene Expression OmnibusGSE198911 The following previously published dataset was used: Tumasian et al 2014Skeletal muscle transcriptome in healthy agingNCBI Gene Expression OmnibusGSE164471

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Lsd1*-floxed mice (B6.129-*Kdm1a^tm1.1Sho^*/J)	Jackson Laboratories	Strain #:023969 RRID:IMSR_JAX:023969	
Strain, strain background (*Mus musculus*)	Tg(*ACTA1-cre/Esr1**)2Kesr/J	Jackson Laboratories	Strain #:025750 RRID:IMSR_JAX:025750	
Strain, strain background (*Mus musculus*)	*Lsd1*^flox/flox^; Tg*^ACTA1^*^-CreERT2/+^ conditional knockout mice (LSD1-mKO mice)	This paper	N/A	See ‘Animal studies’ in Methods
Strain, strain background (*Mus musculus*)	C57BL6/J mice	Charles River Laboratories	N/A	
Cell line (*Mus musculus*)	C2C12	RIKEN	RCB0987	
Cell line (*Ruttus norvegicus*)	H9c2	ATCC	CRL-1446	
Antibody	Rabbit polyclonal anti-LSD1	abcam	ab17721	WB (1:500), ChIP (5 μg), Co-IP (3 μg)
Antibody	Rabbit polyclonal anti-Foxk1	abcam	ab18196	WB (1:1000), ChIP (5 μg), Co-IP (3 μg)
Antibody	Rabbit monoclonal anti-ERR gamma	abcam	ab128930	WB (1:1000)
Antibody	Mouse monoclonal anti-MHC type I	DHSB	BA-F8	IHC (1:50)
Antibody	Mouse monoclonal anti-MHC type IIA	DHSB	SC-71	IHC (1:50)
Antibody	Rabbit polyclonal anti-Laminin	Sigma-Aldrich	L9393	IHC (1:500)
Antibody	Rabbit polyclonal anti-Akt	Cell Signaling Technology	#9272	WB (1:1000)
Antibody	Rabbit polyclonal anti-Phospho-Akt	Cell Signaling Technology	#9271	WB (1:1000)
Antibody	Rabbit polyclonal anti-LC3	MBL	PM036	WB (1:1000)
Antibody	Mouse monoclonal anti- Phospho-4E-BP1 (Thr37/46)	Cell Signaling Technology	#2855	WB (1:1000)
Antibody	Rabbit polyclonal anti-4E-BP1	Cell Signaling Technology	9454	WB (1:1000)
Antibody	Mouse monoclonal anti- SQSTM1(p62)	Santa Cruz	sc-28359	WB (1:1000)
Antibody	Rabbit polyclonal anti-GAPDH	Santa Cruz	sc-25778	WB (1:6000)
Antibody	Rabbit polyclonal anti-trimethyl-Histone H3 (Lys4)	Millipore	07-473	ChIP (3 μg)
Antibody	Rabbit polyclonal anti-Histone H3	abcam	ab1791	WB (1:5000)
Recombinant DNA reagent	Control Double Nickase Plasmid	Santa Cruz Biotechnology	sc-437281	
Recombinant DNA reagent	FOXK1 Double Nickase Plasmid	Santa Cruz Biotechnology	sc-437282-NIC	
Recombinant DNA reagent	pENTR4-H1	RIKEN BRC DNA BANK	RDB04395	
Recombinant DNA reagent	pCAG-HIVgp	RIKEN BRC DNA BANK	RDB04394	
Recombinant DNA reagent	pCMV-VSV-G-RSV-Rev	RIKEN BRC DNA BANK	RDB04393	
Recombinant DNA reagent	CS-RfA-EVBsd	RIKEN BRC DNA BANK	RDB06090	
Recombinant DNA reagent	CS-RfA-EVBsd shFoxk1	This paper	N/A	See ‘Construction of lentiviral expression vectors and their transduction’ in Methods
Recombinant DNA reagent	CS-RfA-EVBsd shGL3	This paper	N/A	See ‘Construction of lentiviral expression vectors and their transduction’ in Methods
Recombinant DNA reagent	CSII-EF-3xFLAG-hLSD1-Bsd	This paper	N/A	A lentiviral construct used for the forced expression of human LSD1
Sequence-based reagent	Primers for qRT-PCR	This paper	N/A	See Supplementary file 3
Sequence-based reagent	See Table S2 for primers for ChIP-qPCR	This paper	N/A	See Supplementary file 4
Commercial assay or kit	NEBNext Ultra DNA Library Prep Kit	New England Biolabs	E7370S	
Commercial assay or kit	NEBNext Poly(A) mRNA Magnetic Isolation Module	New England Biolabs	E7490S	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	T5648	
Chemical compound, drug	Dexamethasone	Sigma-Aldrich	D4902	
Chemical compound, drug	Insulin	nacalai tesque	19251-24	
Chemical compound, drug	Streptozotocin	Wako	197-15153	
Chemical compound, drug	T-3775440 hydrochloride	MedChemExpress	HY-103085	
Chemical compound, drug	FuGENE 6 Transfection Reagent	Promega	E2691	
Chemical compound, drug	Puromycin dihydrochloride	Sigma-Aldrich	P8833	
Chemical compound, drug	Blasticidin S	FUJIFILM Wako Chemicals	029-18701	
Chemical compound, drug	Can Get Signal immunostain Solution A	TOYOBO	NKB-501	
Chemical compound, drug	malinol	Muto Pure Chemicals	2009-1	
Chemical compound, drug	Can Get Signal Solution 1	TOYOBO	NKB-201	
Chemical compound, drug	Can Get Signal Solution 2	TOYOBO	NKB-301	
Chemical compound, drug	TRIzol RNA Isolation Reagent	Thermo Fisher Scientific	15596026	
Chemical compound, drug	ReverTra Ace qPCR RT Master Mix	TOYOBO	FSQ-201	
Chemical compound, drug	THUNDERBIRD SYBR qPCR Mix	TOYOBO	QPS-201	
Software, algorithm	BZ-X Analyzer software	KEYENCE	N/A	
Software, algorithm	Homer v4.9.1	Heinz et al., 2010	http://homer.ucsd.edu/homer/	
Software, algorithm	STAR	Dobin et al., 2013	https://github.com/alexdobin/STAR; Dobin, 2023	
Software, algorithm	Edge R	Robinson et al., 2010	http://bioconductor.org/packages/release/bioc/html/edgeR.html	
Software, algorithm	Heatmapper	Babicki et al., 2016	http://www.heatmapper.ca/expression/	
Software, algorithm	DEseq2	Love et al., 2014	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	
Software, algorithm	ComplexHeatmap	Gu et al., 2016	https://github.com/jokergoo/ComplexHeatmap; Gu, 2022	
Software, algorithm	Molecular Signature Database v7.4	Subramanian et al., 2005	https://www.gsea-msigdb.org/gsea/msigdb/	
Software, algorithm	HOMER V4.9.1	Heinz et al., 2010	http://homer.ucsd.edu/homer/	
Software, algorithm	JMP (version 10.0.2d1)	SAS Institute Inc	N/A	
Software, algorithm	GraphPad Prism version 8.4.3	GraphPad Software	N/A	
Software, algorithm	Integrative Genomics Viewer (IGV)	James T et al., 2011	https://software.broadinstitute.org/software/igv/

# Supplementary material for: LSD1 defines the fiber type-selective responsiveness to environmental stress in skeletal muscle
**Source:** eLife. 2023 Jan 25;12:e84618. doi: 10.7554/eLife.84618

Fig. 3E

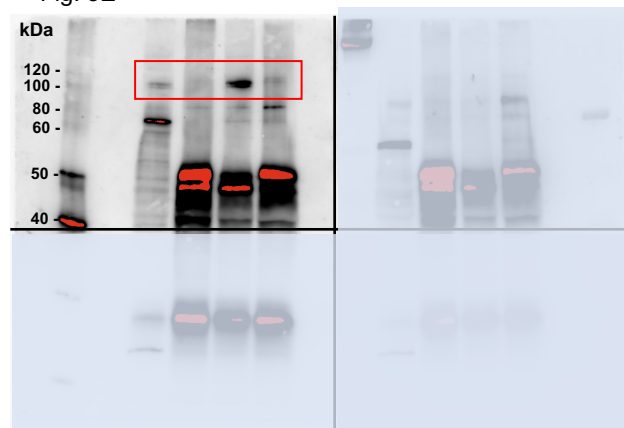

Fig. 5D

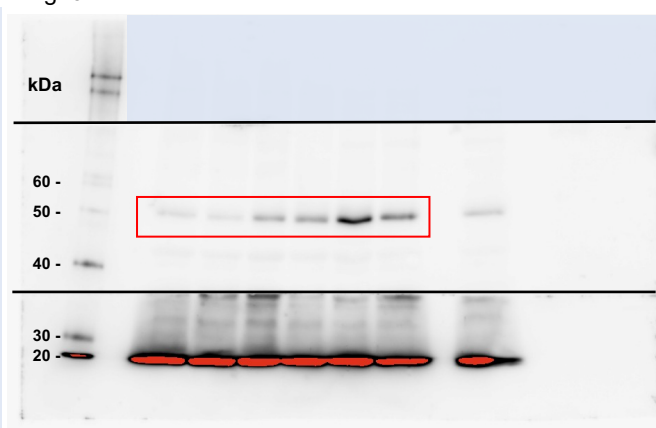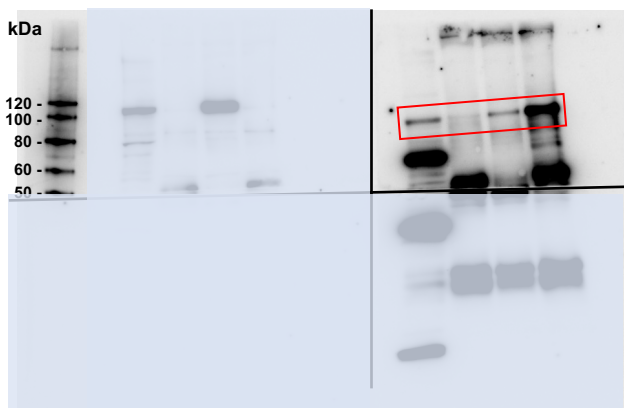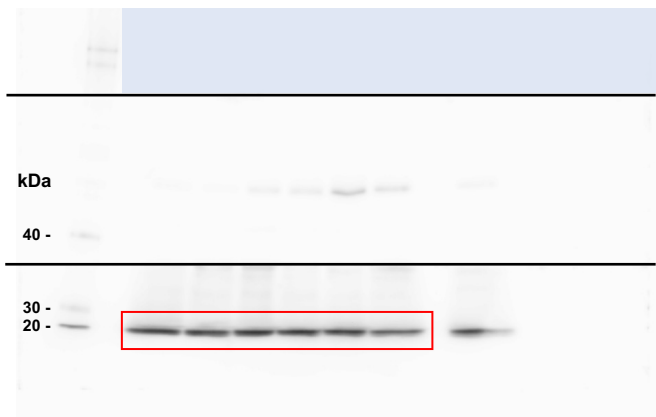

Fig. 6C

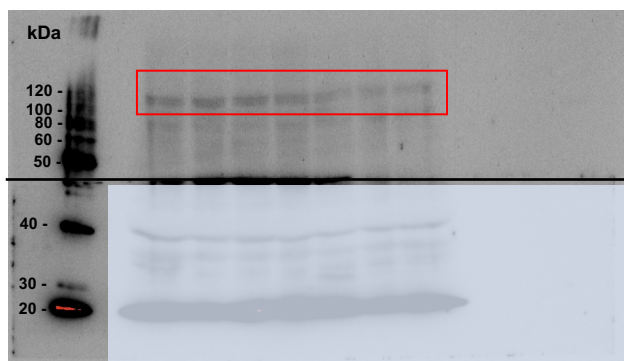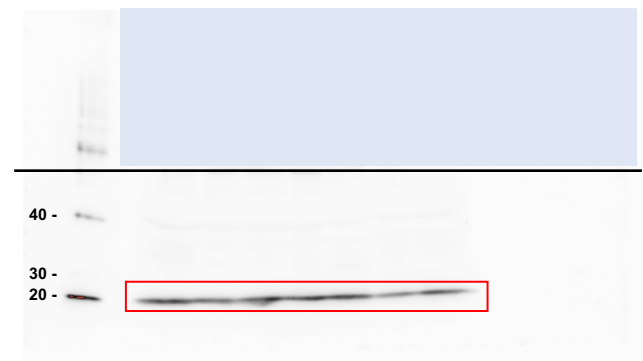

Figure 1-figure supplement 1C

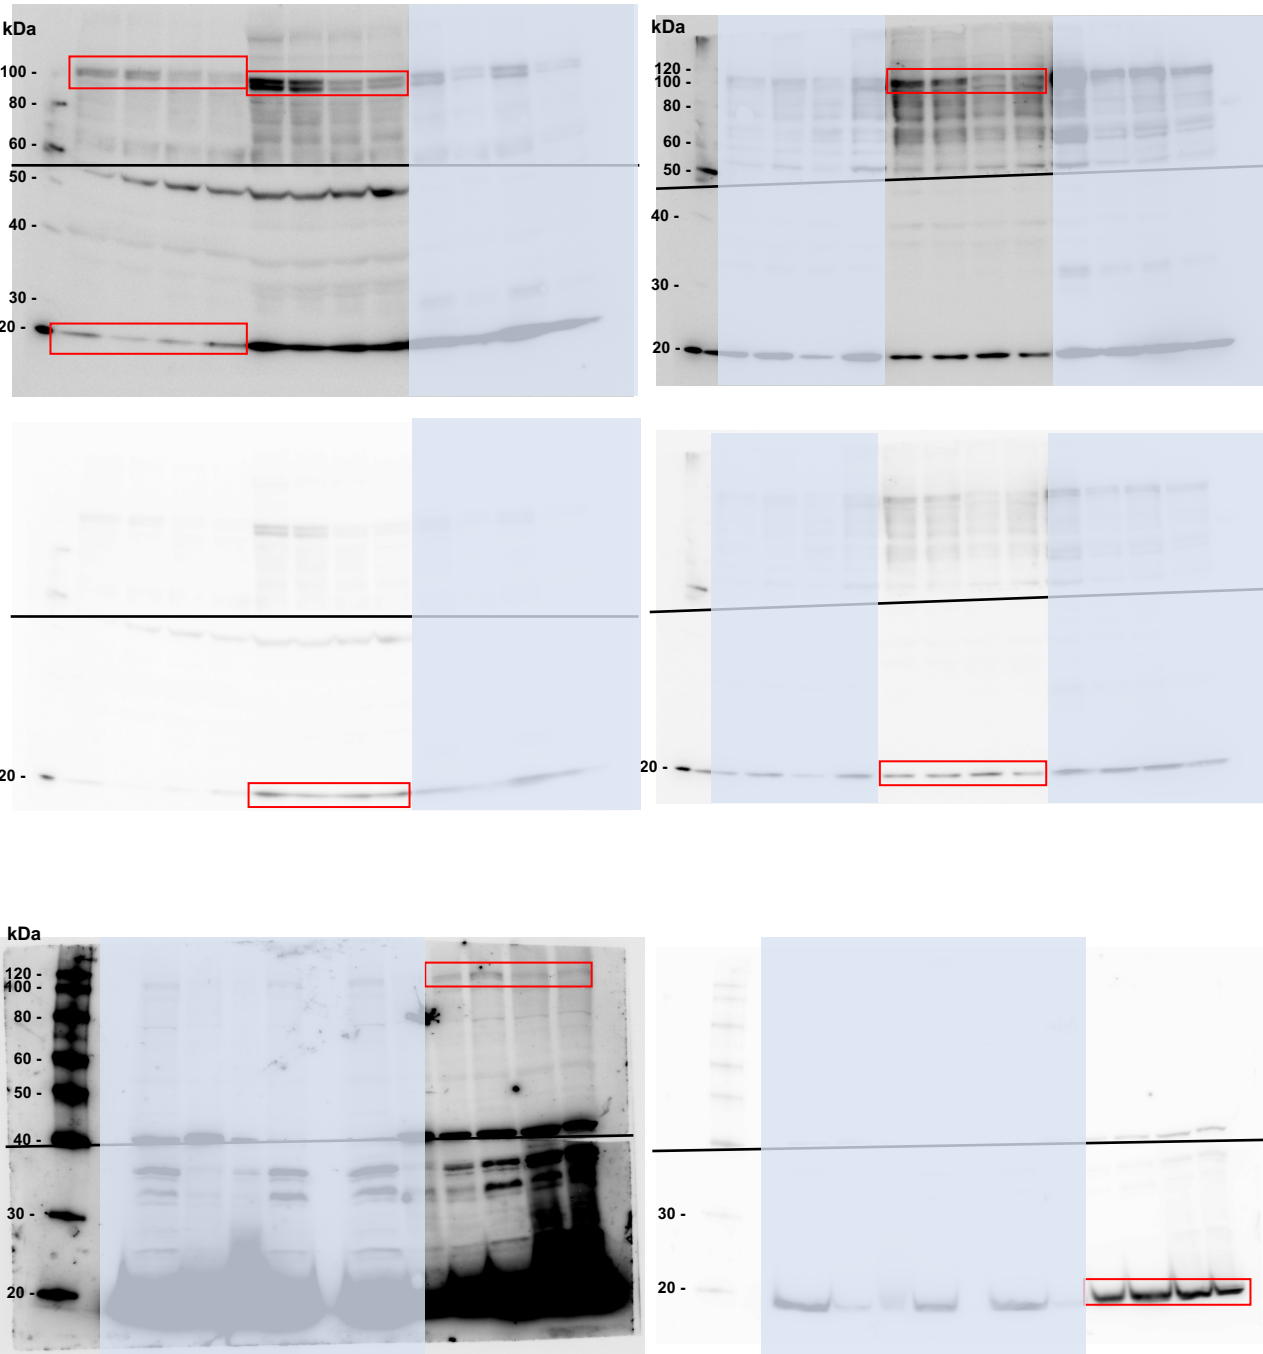

Full uncropped blots

Figure 1-figure supplement 5A

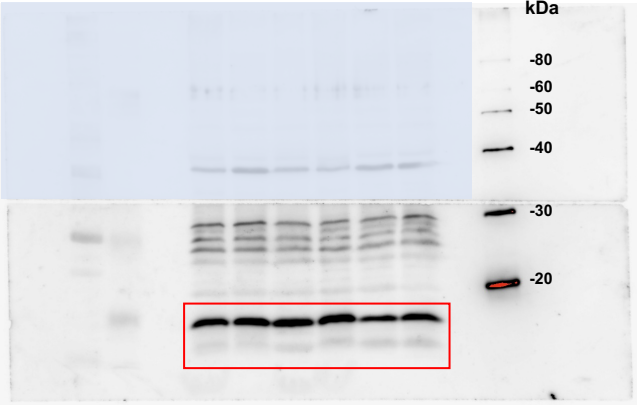

Figure 1-figure supplement 5B

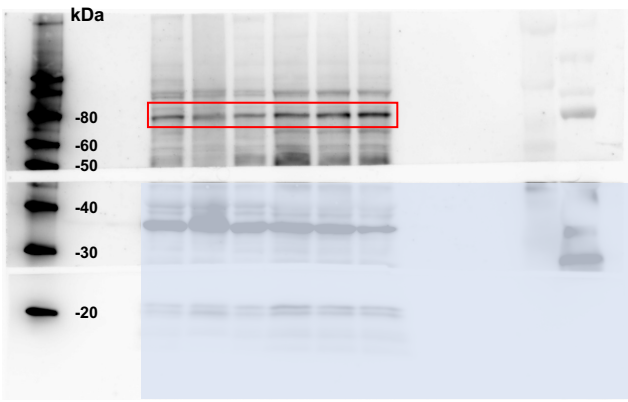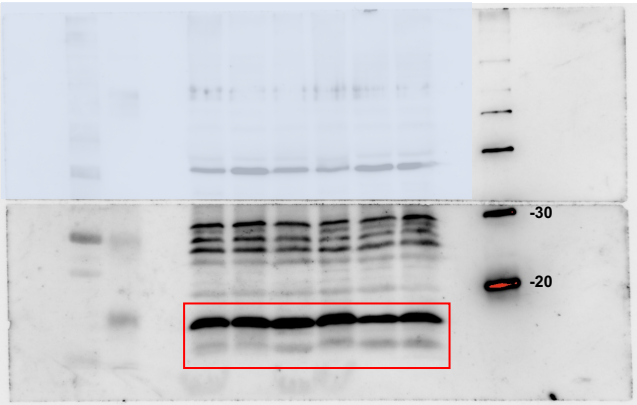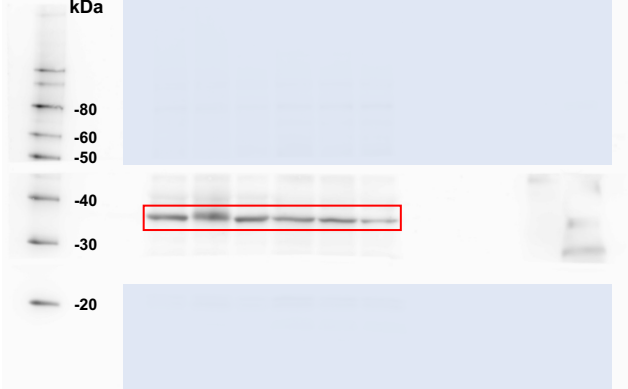

Figure 1-figure supplement 5C

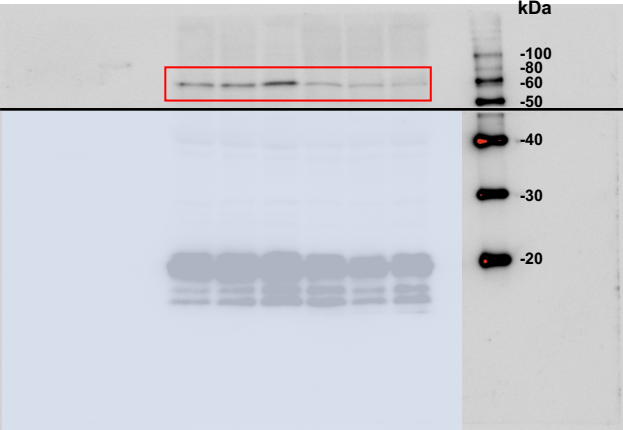

Figure 1-figure supplement 5D

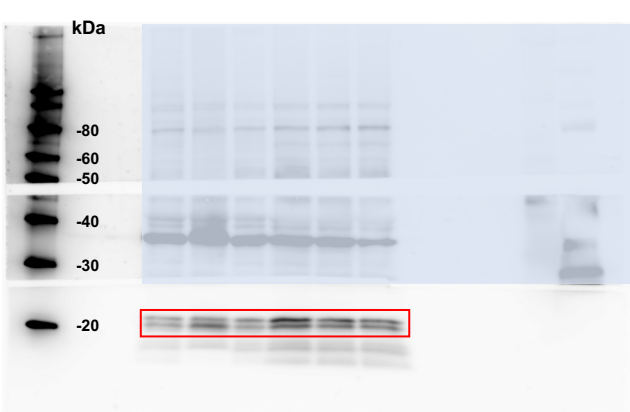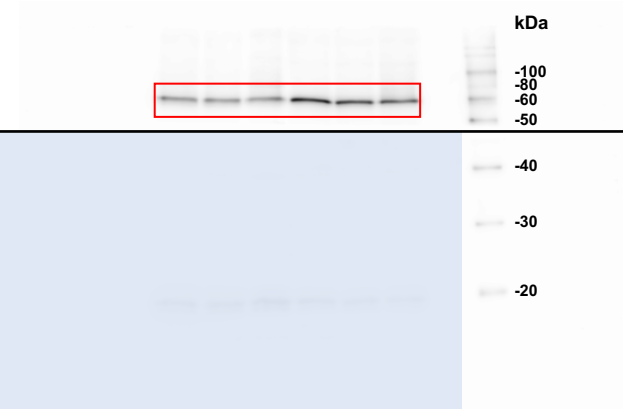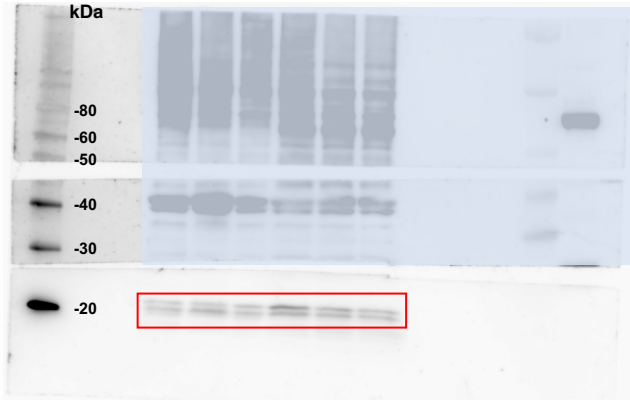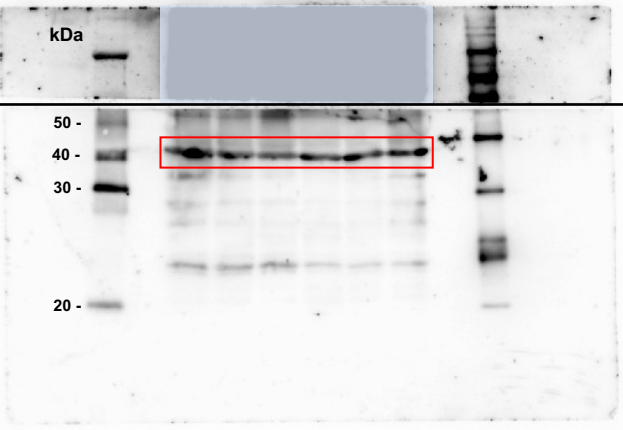

Figure 3-figure supplement 1B

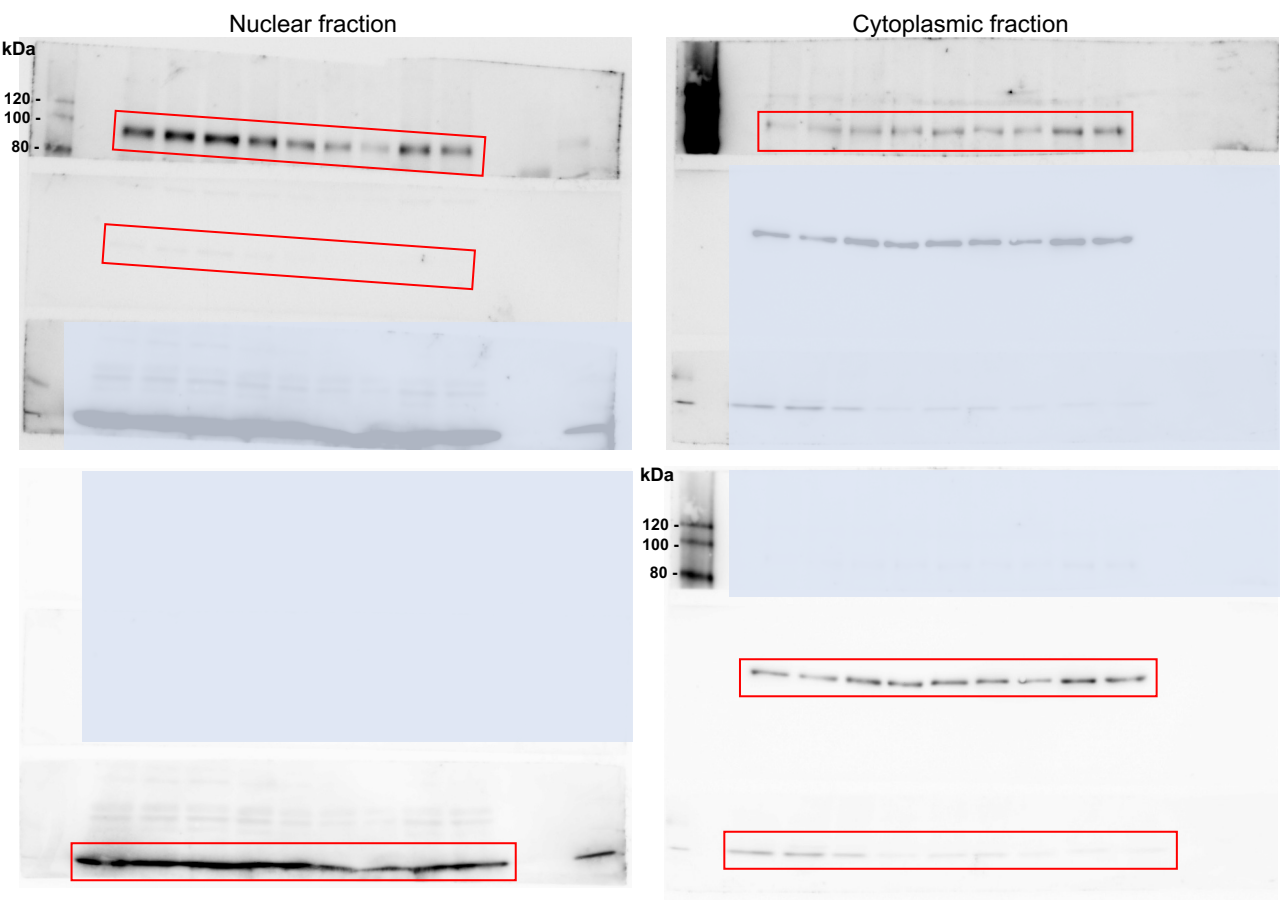

Figure 3-figure supplement 1C

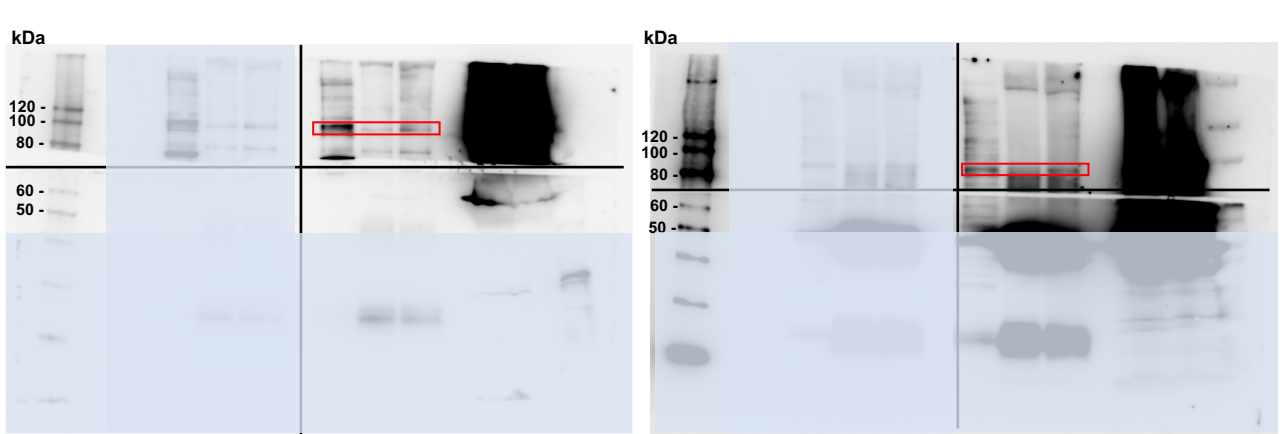

Full uncropped blots

Figure 3-figure supplement 2A

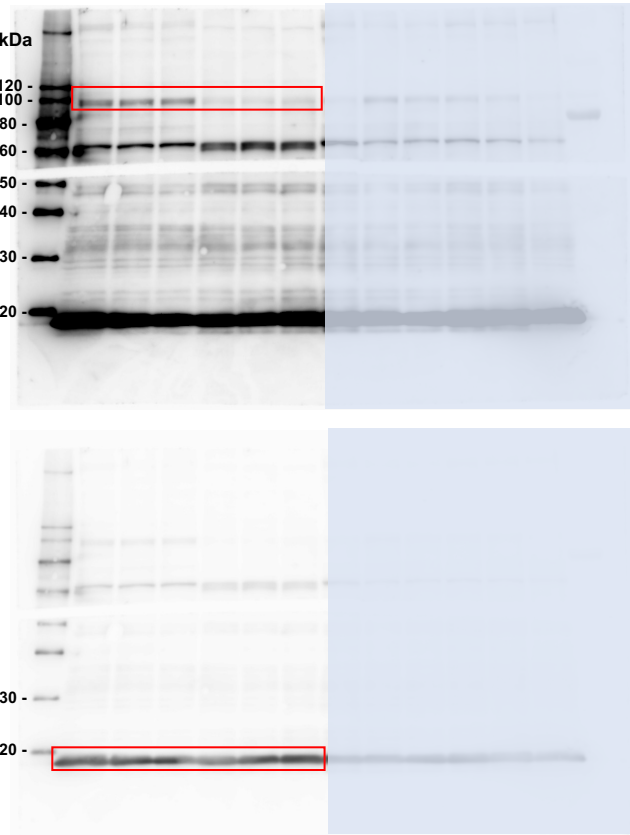

Figure 3-figure supplement 2D

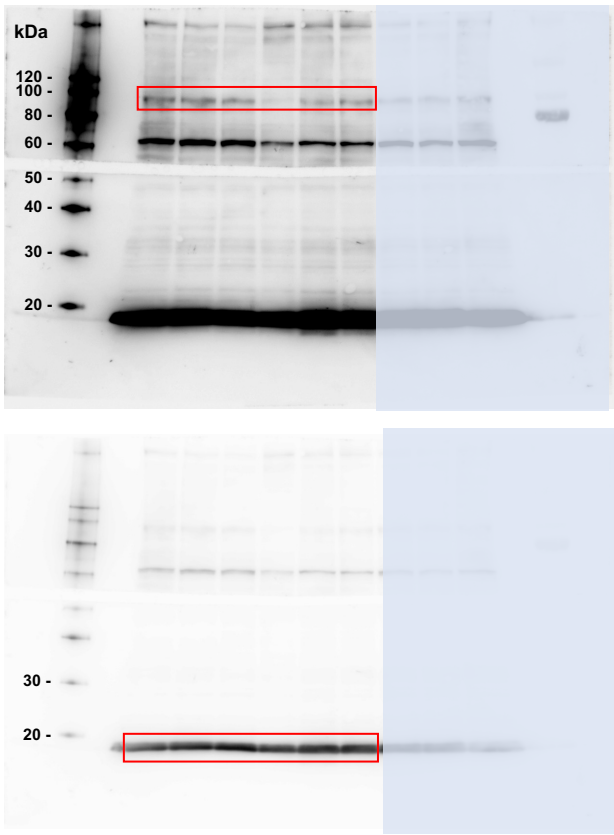

Figure 5-figure supplement 1D

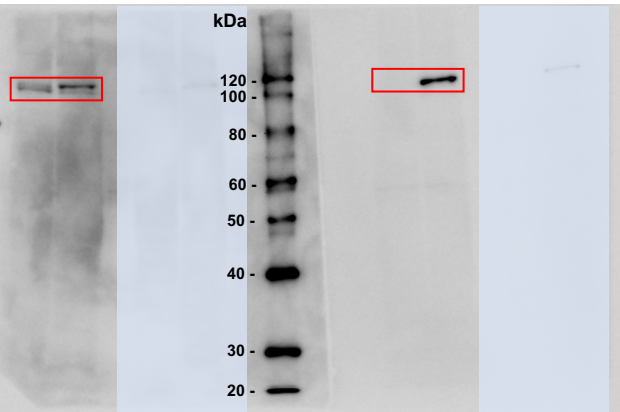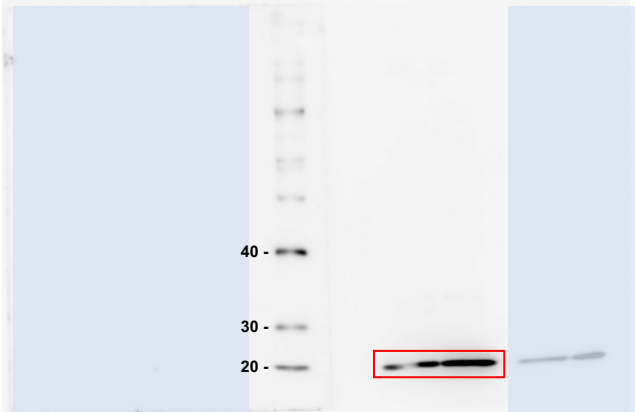

**Supplement:** Supplementary file 5.

How the deposited data were processed for this re-analysis (not part of the article)

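Polyadenylated RNA from Sol muscle was measured in 3 WT and 3 LSD1-mKO mice after VWR, with 1 library per mouse and no sedentary mice in the series. The authors aligned 75-base single-end reads to mm10 with STAR and deposited estimated counts per gene, not normalized, in which under 10% of the values of each library are not whole numbers. The authors also deposited a DESeq2 table whose log2 fold change and standard error are log2 ratios of WT over LSD1-mKO, with a p-value from the Wald test and a Benjamini-Hochberg adjusted p-value for each gene. The tool that counted the reads and the gene annotation are not named in the paper's text. The 6 columns of the count table were matched to the samples by the numbers in their headings. This was checked gene by gene for 166 genes against the TPM of Supplementary file 2: for 6 of its 6 columns the closest library was the one with the same genotype and number. Kdm1a was lower in every LSD1-mKO mouse than in every WT mouse. The table lists 24411 genes, of which 25 have symbols that a spreadsheet turned into dates and 2 symbols occur more than once; no gene of the mitochondrial genome is listed. No pair of libraries was as similar as repeated draws from one library would be, since the chi-square per gene between pairs was at least 9.92.

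The estimated counts were rounded and analysed with edgeR 4.0.16 (TMM normalization, filterByExpr by genotype, quasi-likelihood test) in R 4.3.3, with Benjamini-Hochberg adjustment over the 12828 genes tested and a threshold of 0.05. The standard error given with an edgeR log2 fold change is the size of that fold change divided by the square root of the test's F statistic. DESeq2 1.42.0 and limma 3.58.1 (voom) were run as alternatives. Single genes were also compared by an exact permutation test of the TMM CPM over the 10 ways to split 6 mice into 3 and 3, so that its p cannot be under 0.1. Totals ran from 8940206 to 13798059 estimated counts. A floor of 3 counts was used for genes too low to compare. Counts of PCR-amplified reads are not independent molecules, so such floors cover counting error only. TPM were computed from the longest protein-coding transcript in GENCODE vM21; 23350 symbols matched directly, 669 through older symbols, and 392 had no length, while 99.68% of the counts had one. For the genes of Supplementary file 2, the median ratio of these TPM to the listed ones was 1.10, and 87.5% were within 1.5 times. The clustering took from the paper's methods the genes with a mean TPM above 1, the 1000 highest by median absolute deviation and k-means. The linear scale for the deviation, k-means on row z-scores, 6 centres and 100 starts were choices made here. Figure 5A shows z-scores and 6 clusters; the paper's text does not state the scale, the values given to k-means, the number of centres or the number of starts.

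OXPHOS genes in cluster 6 were counted against the rest of those 1000 genes with Fisher's exact test. Gene lists were tested with limma's camera on voom values, with a preset inter-gene correlation of 0.01, and again with fry and with an estimated correlation. The lists were OXPHOS subunits, the mitochondrial and cytosolic ribosome, the TCA cycle, fatty acid oxidation, glycolysis, the ERRγ targets, slow fiber, fast fiber (in a short and a wider form) and atrophy genes, denervation and embryonic genes, markers of red blood cells, adipocytes, endothelial, immune, fibroblast and Schwann cells, estrogen receptor targets and sex genes. A list of mitochondrially encoded genes had 0 members in the table. The genes that the paper lists as changed in LSD1-mKO Gas and Sol after Dex formed 4 further lists. Lists of immediate early genes and of clock activators and outputs were added after the data were seen. Relations across the 6 mice were tested over all 720 orders of the samples, with adjustment over the 8 relations of the family.

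The genes set for single tests were every gene that the paper names for VWR, the fiber type and atrophy genes of Supplementary file 3 and the marker genes of the lists. Up to 5 genes with the largest rise and 5 with the largest fall were added, among those past the threshold with a mean of at least 5 CPM and no overlap between the groups. Only some are given singly in the text. Of the rest, Sln was lower in LSD1-mKO without overlap (log2 fold change -0.48, adjusted p = 0.594 from edgeR). Actn3, of the wider fast fiber list, was higher with overlap (1.50, adjusted p = 0.636). The other fiber type genes left out went both ways, with overlap. Mir2861 and Mir8094 fall outside this rule and were singled out after their values were seen, as were the immediate early and clock genes. Alternatives covered the test, the normalization, the filter on low counts, the replicate number as a block, each mouse left out in turn, the background of the Fisher test and the settings of k-means. All were chosen before the data were examined, apart from a fibroblast score used as a covariate and the Fisher test on only the listed genes that are among the 1000. The tests were tried on simulated data at this sample size, with 198 genes changed 2-fold or 4-fold among 12706: edgeR called 169 of them and 16 unchanged genes, DESeq2 170 and 27, and voom 166 and 15. In simulated lists of 60 genes, camera called the shifted list and 0 of 100 unshifted ones, and fry 2 of the 100. The 0 of 100 sets no bound on camera calls in these mice that do not follow the genotype. Of the 10 splits of the mice into equal groups, the real one included, 9 gave the OXPHOS list a camera p as small as the real 0.100. The smallest in another split was 3.06e-16 (camera, unadjusted). The k-means step placed 150 of 150 planted genes in 1 cluster of 221. The motif analysis of promoters was not repeated. Figures were drawn with matplotlib 3.10.9, and tables were assembled with Python 3.11.15 and pandas 2.3.3.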

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

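Esr1 passed the threshold and the paper does not discuss it, which is what singled it out; the tests of its explanations were chosen after the result was seen. Its log2 fold change was 4.15 in the comparison of LSD1-mKO with WT, and all 3 LSD1-mKO mice were above all 3 WT mice. The tables argue against a difference in library size or composition, since the smallest log2 fold change under DESeq2, its size factors in edgeR, the upper quartile or the library size alone was 4.13. They also argue against a mislabelled sample, since the lowest Kdm1a value in WT was 2.02 times the highest in LSD1-mKO. Reads of the CreERT2 transgene counted on Esr1 are a candidate source. LSD1-mKO mice carry this transgene, and Esr1 is also higher in LSD1-mKO in the paper's list of Sol genes after Dex, in other mice that did not run, by 5.31 on the log2 scale of that list. A rise of Esr1 itself in muscle without LSD1 stays open, because the table gives no counts by exon and loss of LSD1 and the transgene always occur together in these mice. The 4 estrogen receptor target genes tested had a median log2 fold change of -0.038 and went both ways, which decides nothing.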

How the results depend on the processing

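The log2 fold changes of the 19 named genes compared kept their direction and their side of the threshold in 270 of 284 comparisons with alternatives. The exceptions were 5 changes of direction, each with 1 mouse left out, 5 lost calls and 4 gained ones. With 1 mouse left out, the log2 fold change ranged from -0.138 to 0.062 for Myh7, from -0.117 to 0.083 for Esrra and from -0.848 to 0.013 for Hba-a2. The cause was not tested. That of Esrrg was called with DESeq2 (0.97) and without a filter on low counts (0.98), and not in the other settings; Arntl (1.22) and Sik1 (-0.84) were called with DESeq2 only. The Kdm1a call was lost in 4 of the 6 fits that each left out 1 mouse, over which its log2 fold change ranged from -1.30 to -1.17; these fits have fewer samples.

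The number of genes past the threshold depended on the test. DESeq2 called 33 genes higher and 9 lower, edgeR without a filter on low counts 8 and 3, and limma voom called 2 higher. With 1 mouse left out, edgeR called from 1 to 2 genes higher, with 2 without WT replicate 1, and from 0 to 1 lower. Of the cluster 6 genes, 10 passed the threshold with DESeq2 and 2 without a filter. Adjusted over the list alone, 33 passed with DESeq2, 34 without a filter and from 4 to 85 with 1 mouse left out, against 19; it was 85 without WT replicate 1. The cause was not tested. The DESeq2 size factors in edgeR, the upper quartile, the library size alone and a minimum of 10 counts in every sample left the counts of genes called at 1 higher and 1 lower.

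With the replicate number as a block, 0 genes were lower in LSD1-mKO at an adjusted p under 0.05 and 228 were lower at an unadjusted p under 0.05, the Kdm1a log2 fold change of -1.23 had an adjusted p above the threshold, and 5 cluster 6 genes passed when adjusted over the list alone. The block uses degrees of freedom without removing shared variation: deviations of samples with the same number correlated at -0.352, -0.107 and -0.15 across genes, so the numbers do not pair the mice.

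In k-means, 17 genes of Supplementary file 2 were recovered with the genes chosen on the log2 scale, since only 18 of them were among the 1000 chosen there. The Fisher test of OXPHOS genes in cluster 6 depended on its background: p was 9.78e-10 against all genes with a mean TPM above 1 and 5.59e-13 against all genes in the table. Against the 1000 genes of the log2 scale p was 6.69e-11, but these hold 0 OXPHOS genes and only 18 of the 168 listed genes, so this background fixes the outcome and decides nothing. Counting only the 151 listed genes among the 1000 of the linear scale, an alternative chosen after seeing the data, p was 0.472. For the cluster found here the odds ratio was below 1 (0.665, Fisher's exact test, p = 0.447).

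The adjusted camera p of the OXPHOS list ranged from 1.60e-09 to 0.882 over the 6 fits that each left out 1 mouse. It was lowest without WT replicate 1, was 0.0442 without LSD1-mKO replicate 1, and changed direction without WT replicate 2 or 3; under the other alternatives, with all 6 mice kept and no covariate, it ranged from 0.199 to 0.987. With the fibroblast score as a covariate, chosen after seeing the data, the OXPHOS list was lower (0.0104), the fatty acid oxidation list changed direction (0.917), and the list of genes lower in Sol after Dex passed the threshold (0.00282). No camera call among the 20 lists or the Dex lists passed an adjusted p of 0.05 under fry or an estimated correlation. For the Dex lists these were 0.115 and 0.0906 for genes higher in Sol, 0.0760 and 0.0906 for genes higher in Gas, and 0.0760 and 0.0906 for genes lower in Gas. With 1 mouse left out, adjusted camera p ranged from 4.62e-05 to 0.0819 for genes lower in Gas, and from 0.0320 to 0.822 for genes lower in Sol, which changed direction without WT replicate 1 or LSD1-mKO replicate 1. Among the lists and genes that answer no comparison of their own, 30 results became weaker, 4 stronger and 6 changed direction, counted over all settings.

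Depth limits the values of genes near the floor of 3 counts, such as Mir2861. The search for the ERR motif near promoters, with its window, motif and background alternatives, was not run. Hba-a1 has no value with a minimum of 10 counts in every sample. DESeq2, DESeq2 size factors, voom as the gene test and the unfiltered table were not applied to the lists.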

Differences from the paper's values

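The mean TPM of Cox19 differed from the paper's. It was 39.0 in WT against the paper's 116.5 in Supplementary file 2, and 47.7 in LSD1-mKO against the paper's 142.2. None of the alternatives set before the data were examined recomputes the TPM of a gene, so none closed the gap. The ratio of LSD1-mKO to WT was 1.22 here and 1.22 from the paper's values.

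The paper calls the rise of Esrrg in LSD1-mKO significant. For this it cites the RNA-seq and a qRT-PCR with more mice per group (Figure 5C and D), and it also reports higher ERRγ protein (Figure 5E). Only the RNA-seq was tested again here. With edgeR, the adjusted p of Esrrg over all genes tested was 0.162 for a log2 fold change of 0.96. The call was made with DESeq2 (log2 fold change 0.97, adjusted p = 1.82e-06) and with edgeR without a filter on low counts (0.98, adjusted p = 0.0111). Adjusted over the cluster 6 list alone, the p from edgeR was 0.00839. The paper names DESeq2 for this dataset, and its deposited table gives Esrrg an adjusted p of 1.60e-06.

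The paper associates cluster 6 with gene ontology terms for oxidative phosphorylation and, more broadly, for the mitochondrion and its organization. Only OXPHOS subunit genes were counted here, so these values do not bear on the broader terms. Against the rest of the 1000 genes with the highest median absolute deviation, OXPHOS genes were not over-represented in the 168 listed genes (Fisher's exact test, p = 0.608) or in the 151 of them that are among those 1000 (p = 0.472, a count added after the data were seen). They were over-represented against all genes with a mean TPM above 1 (Fisher's exact test, p = 9.78e-10) and against all genes in the table (p = 5.59e-13). The genes chosen on the log2 scale hold 0 OXPHOS genes, so the p against them (6.69e-11) decides nothing. The gene ontology analysis itself was not repeated.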

Other observations

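The tests of the 20 lists, of the Dex lists and of the genes that the paper names, with their alternatives apart from the fibroblast covariate, and the counts of splits for the genes called, cluster 6, k-means, the OXPHOS list and the Dex lists were chosen before the data were examined; the other tests in this part were chosen after the values were seen.

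The 6 mice can be split into 3 and 3 in 10 ways, the real one included, so a share under 0.1 cannot arise and chance cannot be ruled out by these counts. As many genes as the 2 of the real split were called by edgeR in 2 of the 10 splits, and as many as 42 by DESeq2 in 2 of the 10. The other split in both cases set WT replicate 1 and LSD1-mKO replicates 2 and 3 against the remaining mice and gave 120 genes with edgeR and 524 with DESeq2. A cluster 6 gene was called in 1 of the 10 splits, the real one; the cluster was chosen on that split of these mice, so this count decides nothing. A k-means cluster was as far apart as that of the real split (1.34 in mean z-score) in 2 of the 10, and the split above gave 1.43.

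The first principal component of log2 CPM, computed without the cell type markers, held 40.2% of the variance and did not follow the genotype. It was -31.5 in WT replicate 1, 24.2 and 20.9 in WT replicates 2 and 3, 10.8 in LSD1-mKO replicate 1, and -12.5 and -11.9 in LSD1-mKO replicates 2 and 3. The tables argue against library depth, since the component did not follow the totals (r = 0.203, exact permutation p = 0.654). They argue against gene length and GC content as the source of the fibroblast list's loading on it. That loading was above 100% of 10000 lists matched on length, GC content and expression. Whether the component as a whole follows length or GC content was not tested. The tables argue against a lower share of muscle fibers alone, since the Schwann cell list did not follow the component (r = -0.032, exact permutation p = 0.946). Connective tissue and immune content are candidate explanations. The fibroblast list followed the component with r = 0.952 and rho = 0.943 (exact permutation p = 0.0153 and 0.0167, adjusted 0.0416 and 0.0334), and the immune list with r = 0.965 and rho = 1 (exact permutation p = 0.00694 and 0.00278, adjusted 0.0416 and 0.0222). Without the mice farthest from the median, r was 0.993 and 0.979. The endothelial list also followed it, with r = 0.861 and rho = 0.943 (exact permutation p = 0.0208 and 0.0167, adjusted 0.0416 and 0.0334), and with r = 0.664 without the farthest mice. All 6 genes of each list are measured in whole Sol, which contains these cells, and none is in cluster 6. Col3a1 measured 849 ± 516 CPM (SD, n = 3) in WT and 424 ± 285 in LSD1-mKO, Col1a1 529 ± 289 and 251 ± 164, and Lyz2 121 ± 57.4 and 81.8 ± 22.8. Of the other fibroblast genes, Col1a2 measured 857 ± 478 and 445 ± 280, and Lum 107 ± 59.3 and 75.6 ± 11.4. Dcn, at 663 ± 231 and 644 ± 62.6, and Pdgfra, at 48.8 ± 23.5 and 44.5 ± 9.34, hardly differed. The lower level of this list in LSD1-mKO thus came mostly from collagen genes, and the list may not measure the amount of connective tissue. The list of immediate early genes did not follow the component over all 6 mice (r = 0.109, rho = 0.2, exact permutation p = 0.826 and 0.714, adjusted 0.944 and 0.952). Without the farthest mice r was 0.969, so this relation depends on those mice and decides nothing. Differences in dissection, in the response of each mouse to running and in the time of tissue collection were not tested directly as sources of this component. Apart from these lists, no biological explanation was tested.

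Connective tissue content may also explain part of the OXPHOS values. Across the 6 mice the OXPHOS list fell as the fibroblast list rose, with r = -0.91 and rho = -0.943 (exact permutation p = 0.0181 and 0.0167, adjusted 0.0416 and 0.0334), and r was -0.831 without the 2 mice farthest from the median. The relation between the fibroblast list and cluster 6 did not hold (r = -0.715, rho = -0.6, exact permutation p = 0.14 and 0.242, adjusted 0.224 and 0.387, and r = 0.316 without the farthest mice). A camera p as small as that of the OXPHOS list arose in 9 of the 10 splits.

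Among the 20 lists, camera also called the TCA cycle list higher (median log2 fold change 0.075, adjusted p = 0.0178), the fatty acid oxidation list higher (0.10, 0.0178), the cytosolic ribosome list lower (-0.057, 0.00492) and the immune list lower (-0.51, 0.0409). None of these calls held under fry or an estimated correlation, and the genotypes overlapped in each. As small a p arose in 4, 6, 5 and 4 of the 10 splits. With the fibroblast score as a covariate the adjusted p was 0.857 for the TCA cycle, 0.917 for fatty acid oxidation and 0.867 for the immune list. Connective tissue content, as far as this score measures it, is thus a candidate source of these calls. The cytosolic ribosome list was still called lower with the covariate (0.00697). For the ERRγ target list the adjusted p with the covariate was 0.00569, and as small a p arose in 1 of the 10 splits. All 7 genes stayed higher with the covariate, at a median log2 fold change of 0.182 against 0.241 without it. The score thus removed only part of their shift in these mice. However, 6 of the 7 genes are in cluster 6, which was chosen on these mice for being higher in LSD1-mKO. Neither the p nor the count of splits can therefore tell an effect of genotype from that choice. Connective tissue content stays open as a source of part of the shift of this list. Its mean level was higher in 3 of 3 LSD1-mKO mice than in any WT mouse. Over its alternatives the adjusted p of the ERRγ list ranged from 2.62e-05 to 0.979, and that of the TCA cycle and fatty acid oxidation lists from 1.93e-06 to 0.987. The TCA cycle, fatty acid oxidation and immune calls were lost without any one of WT replicates 2 and 3 and LSD1-mKO replicates 2 and 3, with adjusted p from 0.127 to 0.484. The immune call was also lost with the upper quartile (0.0574) and the library size alone (0.0935), and the cytosolic ribosome call without LSD1-mKO replicate 3 (0.620) or WT replicate 1 (0.115). The fibroblast list was called lower without WT replicate 1 (1.64e-05) or LSD1-mKO replicate 1 (0.0106). Of the other lists, the adjusted p was 0.175 for fibroblasts, 0.191 for glycolysis, 0.105 for sex genes, 0.814 for the mitochondrial ribosome, 0.950 for the wider fast fiber list, 0.932 for red blood cells and for estrogen receptor targets, 0.965 for slow fiber genes, adipocytes and Schwann cells, and 0.865 for fast fiber, atrophy, denervation and embryonic, and endothelial genes. Some of these lists were called with 1 mouse left out or with the covariate. Without WT replicate 1, glycolysis (9.99e-05), the mitochondrial ribosome (4.29e-04), sex genes (0.0177) and atrophy genes (0.0277) were higher; without LSD1-mKO replicate 1 glycolysis was higher (0.0442), and without WT replicate 2 red blood cell markers were (0.0120). With the fibroblast score as a covariate the mitochondrial ribosome was lower (0.00971).

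The genes that the paper lists as higher in LSD1-mKO Sol after Dex (342, of which 303 were tested) were shifted upward after VWR, with a median log2 fold change of 0.12, 68% of them higher and an adjusted camera p of 7.40e-10. Those higher in Gas after Dex (150, of which 101 were tested) had 0.065 and 0.00132, those lower in Gas (117, of which 74 were tested) had -0.11 and 0.00336, and those lower in Sol (124, of which 110 were tested) had -0.03 and 0.498. With a minimum of 10 counts in every sample, 84 of the genes higher in Gas were tested and their median log2 fold change was 0.12. Without WT replicate 1, the p of genes lower in Gas was 0.0819, and without WT replicate 2, that of genes lower in Sol was 0.0320. None of these passed under fry or an estimated correlation. A p as small arose in 2 of the 10 splits for genes higher in Sol, in 9 for genes lower in Sol, in 1 for genes higher in Gas and in 2 for genes lower in Gas. Esr1 is in both lists of higher genes.

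The share of OXPHOS genes in cluster 6 may follow from the choice of genes on the linear TPM scale, which favours abundant genes. OXPHOS genes made up 6.5% of the 1000 genes chosen on that scale (65 of the 82 with a mean TPM above 1), against 0.66% of all genes with a mean TPM above 1 and 0% of the 1000 chosen on the log2 scale. A rise of these genes with loss of LSD1 stays open.

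Hba-a1 is in cluster 6 with a log2 fold change of 3.95 (standard error 1.36, adjusted p = 0.684 from edgeR), or 2.72 without LSD1-mKO replicate 3, and its level ranged from 0 in WT replicate 3 to 202 CPM in LSD1-mKO replicate 3. The tables argue against blood content, since Hba-a2, the more abundant paralog, had a log2 fold change of -0.58 (standard error 0.35), or 0.013 without WT replicate 2, and Hbb-b1 one of -0.019. Reads shared between the paralogs are a candidate explanation. The sum of Hba-a1 and Hba-a2 was 260 ± 147 CPM (SD, n = 3) in WT and 264 ± 76.3 (SD, n = 3) in LSD1-mKO, a log2 ratio of 0.025 (exact permutation p = 1). The microRNA gene Mir2861 had 0 counts in each WT library and 1 in each LSD1-mKO library, and Supplementary file 2 lists it with up to 22.3 TPM, so its place in cluster 6 may follow from the short gene length by which a single count is divided.

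Of 20 immediate early genes tested, all had a lower fitted level in LSD1-mKO in edgeR, with a median log2 fold change of -0.41; 6 had an unadjusted p under 0.05 and none passed the threshold in edgeR. DESeq2 called 1 of them, Sik1, lower (log2 fold change -0.84, adjusted p = 0.0346; adjusted p = 0.503 from edgeR). In the voom fit behind the list tests, 19 of the 20 were lower. The list was drawn up after Btg2, Klf6, Fosl2 and Trib1 were seen among the lowest p-values, and these 4 genes were left out of it. Its adjusted camera p was 1.30e-06, and 0.0661 and 0.0711 under fry and an estimated correlation. The mean level was lower in 2 of 3 LSD1-mKO mice than in any WT mouse. The tables argue against connective tissue content, as far as the fibroblast score measures it, as its whole source. With that score as a covariate the adjusted camera p was 1.88e-04 (9.04e-12 to 0.0711 over all alternatives). As small a p arose in 2 of the 10 splits. The time and handling at tissue collection and a lasting effect of genotype on these genes stay open. With those 4 genes kept, the 24 genes had an adjusted p of 0.0380 under fry and 0.0711 with an estimated correlation. The 4 genes were picked for their low p-values, so these values follow in part from that choice. The adjusted camera p was 0.157 for clock activators and for clock outputs. Under fry it was 0.0274 for the 5 clock activators (median log2 fold change 0.24, 60% of them higher) and 0.323 for clock outputs, and for the activators it was 0.296 with an estimated correlation. The clock lists were drawn up after Arntl was seen to be higher, and Arntl is among the 5 activators, so their fry value follows in part from that choice. The log2 fold change of Arntl was 1.21 (adjusted p = 0.269 from edgeR), and DESeq2 called it higher (1.22, adjusted p = 0.00866); that of Per1 was -0.36 (adjusted p = 0.665 from edgeR). The groups did not overlap for either gene. These values bear on the time of collection but do not part it from an effect of genotype on clock genes.

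In the RNA-seq, Ppargc1a measured 62.3 ± 16.0 CPM (SD, n = 3) in WT and 92.2 ± 44.7 (SD, n = 3) in LSD1-mKO, a log2 fold change of 0.57 (standard error 0.32, adjusted p = 0.777 from edgeR), and 0.11 without LSD1-mKO replicate 1. Esrra measured 167 ± 23.1 and 164 ± 15.3 CPM, a log2 fold change of -0.031 (standard error 0.12, adjusted p = 0.969), with the direction upward without WT replicate 1 or LSD1-mKO replicate 1.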
